# Differential RNA Expression Profile of Skeletal Muscle Induced by Experimental Autoimmune Myasthenia Gravis in Rats

**DOI:** 10.3389/fphys.2016.00524

**Published:** 2016-11-10

**Authors:** Henry J. Kaminski, Keiichi Himuro, Jumana Alshaikh, Bendi Gong, Georgiana Cheng, Linda L. Kusner

**Keywords:** myasthenia gravis, acetylcholine receptor, autoimmunity, gene expression profiles, skeletal muscle, metabolism

## Abstract

The differential susceptibility of skeletal muscle by myasthenia gravis (MG) is not well understood. We utilized RNA expression profiling of extraocular muscle (EOM), diaphragm (DIA), and extensor digitorum (EDL) of rats with experimental autoimmune MG (EAMG) to evaluate the hypothesis that muscles respond differentially to injury produced by EAMG. EAMG was induced in female Lewis rats by immunization with acetylcholine receptor purified from the electric organ of the *Torpedo*. Six weeks later after rats had developed weakness and serum antibodies directed against the AChR, animals underwent euthanasia and RNA profiling performed on DIA, EDL, and EOM. Profiling results were validated by qPCR. Across the three muscles between the experiment and control groups, 359 probes (1.16%) with greater than 2-fold changes in expression in 7 of 9 series pairwise comparisons from 31,090 probes were identified with approximately two-thirds being increased. The three muscles shared 16 genes with increased expression and 6 reduced expression. Functional annotation demonstrated that these common expression changes fell predominantly into categories of metabolism, stress response, and signaling. Evaluation of specific gene function indicated that EAMG led to a change to oxidative metabolism. Genes related to muscle regeneration and suppression of immune response were activated. Evidence of a differential immune response among muscles was not evident. Each muscle had a distinct RNA profile but with commonality in gene categories expressed that are focused on muscle repair, moderation of inflammation, and oxidative metabolism.

## Introduction

Myasthenia gravis (MG) is caused by antibodies, primarily directed at skeletal muscle nicotinic acetylcholine receptor (AChR), which lead to a reduction of AChR number and damage of the muscle endplate, producing a failure of neuromuscular transmission that results in weakness (Engel et al., 1976). The pathophysiology would be expected to compromise muscles to a similar extent, but clinical investigation for over a 100 years have demonstrated a preferential involvement of certain muscles. Explanations for the differential targeting may lie in subtle aspects of the antibody-antigen engagement *in vivo* but are more likely to entail variations in the properties of the targeted muscles.

The differential involvement of skeletal muscles by neuromuscular disorders, including MG, is poorly understood but likely is a function of disease specific pathophysiology and properties of the individual muscles. In particular, differences in functional requirements of a muscle impact the gene expression pattern. In its role in eye movement extraocular muscle (EOM) is constantly, and this is reflected in its transcriptional profile differing from jaw and leg muscle in expression of glycogenic and gluconeogenic genes (Porter et al., 2001; Fischer et al., 2005). Further, lactate is a significant substrate for EOM, which is in stark contrast to other skeletal muscles that excess lactate produces fatigue (Andrade and McMullen, 2006). Similarly, as reflected in fiber-type distribution diaphragm also possess properties that support its high energy requirements compared to leg muscles (Polla et al., 2004). The consequences of neuromuscular disorders on whole body metabolism may then also be expected to differentially impact muscles.

Extraocular muscle (EOM) are preferentially involved by MG and several non-exclusive explanations have been proposed. A patient may develop dramatic double vision with even minimal weakness of an EOM, but a similar level of weakness of another muscle would not produce clinically evident symptoms. The extremely rapid firing rate of ocular motor neurons and the immature appearance of their neuromuscular junctions may place the EOM at particular risk for a neuromuscular transmission disorder. The RNA expression profiles of EOM, extensor digitorum longus (EDL), and diaphragm (DIA) muscle from rats with passively-transferred MG (PTMG) (Kusner et al., 2015) produced by administration of acetylcholine receptor antibody supports a greater degree of injury to EOM (Zhou et al., 2014), which supports that EOM has unique immunological characteristics that places them at specific risk for MG (Kaminski et al., 2004; Soltys et al., 2008; Pedrosa Domellof, 2013).

EAMG induced in rodents by immunization with purified AChR mimics the human disease much better than administration of AChR antibodies (Losen et al., 2015). Within 6 weeks of a single immunization, rats generate AChR antibodies and then weakness, which improves with cholinesterase inhibition. As with humans, infiltrates of inflammatory cells are not prominently observed in muscle (Nakano and Engel, 1993; Baggi et al., 2012), which is in contrast to PTMG. In order to assess, variations in intrinsic response of muscles to EAMG, we used RNA expression profiling of diaphragm (DIA), extensor digitorum longus (EDL), and EOM to assess their response.

## Materials and methods

### Ethics statement for animal use

Six to eight week old female Lewis rats weighing 120–150 g (Harlan, Indianapolis, IN) were maintained in the Case Western Reserve University School of Medicine animal facility. The animal facility follows IACUC, AAALAT, and AALAS standards concerning appropriate housing, cage cleaning procedure, air purity, feed, temperature, humidity, light and dark cycle. Animals were housed in isolator cages in a pathogen-free environment, and rodent chow and water were provided *ad libitum*. A veterinarian is on staff and will be observing the health of the animals throughout the study. All animal studies were conducted according to protocol approved by the Case Western Reserve Institutional Animal Care and Use Committee Approval Number 030185. All efforts were made to minimize animal suffering. Tissue was harvested after euthanasia by CO_2_ asphyxiation.

### Induction and evaluation of EAMG

*Torpedo* AChR was purified from the electric organ of *Torpedo californica* by affinity chromatography as previously described (Lindstrom et al., 1983). Rats were immunized once at the base of the tail by subcutaneous injection of purified *Torpedo* AChR (40 μg/rat in 200 μl) emulsified in complete Freund's adjuvant supplemented with additional non-viable *Mycobacterium tuberculosis* H37RA (0.5 mg/rat; Difco Laboratories, Detroit, MI). Control rats were immunized with the same volume of adjuvant without AChR. Rats were monitored for evidence of weakness and their status scored based on a commonly used motor strength scale, as follows: 0 = can grip and lift lid of a cage, 1 = can grip but cannot lift the lid of a cage, 2 = unable to grip cage lid, 3 = unable to grip and has hind limb paralysis, 4 = moribund. Weight was assessed initially on a bi-weekly basis and then every other day when weakness or weight loss became evident.

### Tissue preparation

After euthanasia, EOM rectus muscles, DIA, and EDL muscles were dissected from rats 6 weeks after initiation of the experiment. Muscles were pooled from 4 to 5 rats for each of three independent replicate groups. The study was then repeated twice to produce the 3 replicates for the array analysis. This procedure served to limit inter-animal and inter-experiment variability. Tissues were snap frozen in liquid nitrogen and stored at −80°C until use.

### Serum AChR antibody determination

Blood was obtained at week 2 by tail vein puncture and after euthanasia from the heart at week 6. Serum was isolated and AChR antibody determination made by ELISA. Ninety-six-well immune-plates (Corning; New York, NY) were saturated with 200 μl (10 μg/ml AChR) in PBS buffer (0.1% Tween20 in PBS) per well and incubated overnight at 4°C. After washing twice with PBST buffer, the plates were incubated with 200 μl of blocking buffer (5% of bovine serum albumin in PBS) per well at 37°C for 0.5–1.5 h. The plates were washed twice with PBST buffer and then incubated for 1 h at 37°C with 100 μl of the diluted test serum (1:200). The plates were then washed twice with PBST, each well received 100 μl of peroxidase-labeled rabbit anti-rat IgG and incubated for 1 h at 37°C. One hundred microliter of substrate solution [0.05 M citrate, 0.1 M NaCl/Pi, 2,20-Azino-bis(3-ethylbenzothiazoline-6-sulfonic acid), 0.03% H_2_O_2_] was incubated for 15 min at 37°C. Color development was measured at 405 nm using a microplate reader.

### Immunohistochemistry

For analysis of C9 deposition at neuromuscular junctions, cryosections of muscles were prepared. Sections were incubated with rabbit anti-ratC9 (gift of M. E. Medof) and then double-stained with FITC-labeled goat anti-rabbit Ab and Texas red–labeled αBTX (2 μg/ml; Molecular Probes Inc., Eugene, Oregon, USA) to identify neuromuscular junctions. Sections were examined with a Nikon Diaphot fluorescence microscope (Nikon Instruments Inc., Melville, New York, USA) and analyzed using ImagePro software (Media Cybernetics, Silver Spring, Maryland, USA).

### Sample preparation for microarrays

The muscle harvested from DIA, EDL, and EOM of four rats pooled from four EAMG or control rats during RNA isolation forming three samples for subsequent array analysis. Total RNA was extracted using TRIzol reagent (GibcoBRL, Rockville, MD). RNA pellets were cleaned by RNasey kits and re-suspended at 1 mg RNA/ml DEPC-treated water and 5 μg was used in a reverse transcription reaction (SuperScript II; Life Technologies, Rockville, MD) to generate first strand cDNA. Double strand cDNA was synthesized and used in an *in vitro* transcription (IVT) reaction to generate biotinylated cRNA. Fragmented cRNA (15 μg) was used in a 300 μl hybridization cocktail containing herring sperm DNA and BSA as carrier molecules, spiked IVT controls, and buffering agents. A 200 μl aliquot of this cocktail was used for hybridization to Affymetrix rat REA230 (Santa Clara, CA) microarrays for 16 h at 45°C. The manufacturer's standard post-hybridization wash, double-stain, and scanning protocols used an Affymetrix GeneChip Fluidics Station 400 and a Hewlett Packard Gene Array scanner.

### Microarray data analysis

Raw data from microarray scans were analyzed with Affymetrix GCOS 2.0. GCOS evaluates sets of perfect match (PM) and mismatch (MM) probe sequences to obtain both hybridization signal values and present/absent calls for each transcript. Microarrays were scaled to the same target intensity and pairwise comparisons were made between experimental and control samples. Transcripts defined as differentially regulated met the criteria of: (a) consistent increase/decrease call across 7 out of 9 replicate comparisons, based upon Wilcoxon's signed rank test (algorithm assesses probe pair saturation, calculates a *p*-value and determines increase, decrease, or no change calls). Any transcripts with expression intensity below 400 (5 time of background level) across all the samples were also excluded since distortion of fold difference values results when expression levels are low and may be within the level of background noise. Data were visualized as a hierarchical cluster analysis generated (Genespring software, version 7.2; Silicon Genetics, Redwood city, CA). Annotation was done according to Affymetrix NetAffyx Gene Ontology database. Data for the 18 microarray experiments used in this report can be found in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), series accession number GSE11465.

### Quantitative real-time PCR (qPCR)

Select transcripts were reanalyzed by qPCR, using the same samples as in the microarray studies. Transcript-specific primers (Supplemental Table 1) were designed using Primer Express 2.0 software [Applied Biosystems, Inc. (ABI), Foster City, CA] and specificity confirmed by NCBI BLAST. Reverse transcription was carried out on 1 μg total RNA with *In vitro* Reverse transcription reagent. qRT-PCR used SYBR green PCR core reagent in 24 μl volume, with an ABI PRISM 7000 Sequence Detection System. GAPDH was used as an internal positive loading control. Fold change values represent averages from triplicate measurements, using the 2^−ΔΔCT^ method (Simon, 2003).

## Results

### Confirmation of EAMG induction

After the immunization, serum AChR antibody levels of the experimental group were 2.5 μg/ml ± 1.1 (2 weeks) and 8.05 μg/ml ± 3.38 (6 weeks). AChR antibody was undetectable in the control group throughout the experiment, while all rats in the experimental group developed elevations of AChR antibody levels. At weeks 4–5, weight loss was observed in EAMG rats and weakness became evident as assessed by reductions of grip strength and reduction of observed movement (data not shown). At week 6 experimental rats had a mean weight loss of 11.5% ± 3.45 compared to their peak weight, while control rats had a mean weight gain of 5.9% ±1.0 compared to the previous week weight. All rats reached the end of the experiment with no need for early euthanasia. To assess for activation of the complement system, we evaluated C9 deposition from control and experimental rats. Endplates from all control muscles had α-BTX staining and no C9 staining. Endplates from all EAMG muscles demonstrated endplates C9 deposition which overlapped with α-BTX fluorescence (not shown).

### RNA profile analysis

To identify global alterations in gene expression related to EAMG in EOM, DIA, and EDL, RNA was prepared and processed for microarray hybridization from AChR immunized and control CFA immunized rats. 

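Experimental autoimmune myasthenia gravis (EAMG) was induced in rats by immunization with the acetylcholine receptor (AChR, 40 µg per rat) in complete Freund's adjuvant (CFA) supplemented with a further 0.5 mg of mycobacterium per rat. Control rats received CFA without AChR. At week 6, RNA was taken from the diaphragm (DIA, a muscle of breathing), the extensor digitorum longus (EDL, a muscle of the lower leg) and the extraocular muscles (EOM, which move the eye). Each of the 6 groups had 3 arrays, and each array carried RNA pooled from several rats. The paper gives 4 to 5 rats per pool for the tissue and 4 for the array samples, and the sample labels give 3. The values were GCOS 2.0 signals that the authors had scaled to one target intensity, with a mean of 500 on every array once the top and bottom 2% of probe sets were set aside. Of 31042 probe sets other than array controls, 12238 reached a signal of 400 on at least 1 of the 18 arrays, as the methods require, and were tested. They covered 7812 genes with a symbol of their own. The change in EAMG was the difference between the mean log2 signals of the EAMG and the control arrays of a muscle. It was tested with limma in 1 fit of all 18 arrays and passed at an adjusted p under 0.05. The median signal of the 18 arrays was 144 ± 11.5 (SD), and between 27.9% and 31.1% of the probe sets of each array reached 400. By group, the median signal was 150 ± 9.27 (SD, n = 3) in DIA control and 133 ± 6.20 in DIA EAMG arrays, 140 ± 2.19 and 132 ± 2.38 in EDL, and 157 ± 6.39 and 151 ± 11.8 in EOM. Poly-A RNA added to each sample before labelling gave a mean signal of 542 on array DIA EAMG 2 and 376 on EOM EAMG 2, against 10100 to 25128 on the other 16 arrays. On array EDL EAMG 2, 9 of 10 contractile genes of slow fibres had a higher signal than on every other EDL array. The number of arrays limits the precision, and the smallest two-sided exact p of 3 arrays against 3 is 0.1.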

The percentage of transcripts detected as present in each sample ranged from 48 to 63.7 with average 53.3 ± 4.2. 

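GAPDH, an enzyme of glycolysis, is probed on the array at both ends of its transcript, and the ratio of the 3' to the 5' signal rises when RNA is broken down. In DIA the ratio was 1.70 ± 0.837 (SD, n = 3) in EAMG and 1.24 ± 0.0733 in control arrays (two-sided exact permutation test, p = 0.6). In EDL it was 1.15 ± 0.0262 in EAMG and 1.14 ± 0.0830 in control arrays (p = 1 from the same exact test), and in EOM it was 1.20 ± 0.116 and 1.20 ± 0.00611 (exact p = 1). Array DIA EAMG 3 had the ratio of 2.66. The other 17 arrays had a mean ratio of 1.19 ± 0.0692 (SD), with 1.33 as the highest. The same ratio for beta-actin, a protein of the cytoskeleton, lay between 1.79 and 3.17 on the 18 arrays.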

The GAPDH probes 3–5 ratio ranged from 1.06 to 2.66 with average 1.27 ± 0.35, indicating RNA quality was appropriate and the hybridization was successful among the samples. The results are consistent with our previous expression profiling studies (Zhou et al., 2014).

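Each EAMG array was compared with each control array of its muscle, which gives 9 ratios, and a probe set was counted when at least 7 of the 9 were 2-fold or more in one direction. By this rule 243 probe sets were altered in at least 1 muscle. Among the probe sets higher in EAMG, 27 passed in DIA alone, 39 in EDL alone and 55 in EOM alone, while 8 were shared by DIA and EDL, 3 by DIA and EOM and 3 by EDL and EOM. Among those lower in EAMG, 25 passed in DIA alone, 33 in EDL alone and 16 in EOM alone, with 7, 10 and 1 shared by the same pairs. A single probe set was higher in one muscle and lower in another. One transcript without a gene symbol (1370310_at) was 11.1-fold higher in DIA, 3.88-fold in EDL and 9.20-fold in EOM. LOC100912629, an uncharacterized locus, rose by log2 2.55 (SE 0.46, adjusted p = 0.0124 from limma) in DIA and 2.13 (adjusted p = 0.0166) in EDL. Nmrk2, a kinase that makes the coenzyme NAD from nicotinamide riboside, fell in EDL from a signal of 4808 ± 1660 (SD, n = 3) to 706 ± 398, a log2 change of -2.93 (SE 0.48, adjusted p = 0.00380 from limma). Thrsp, a regulator of fat synthesis, rose in EOM from 366 ± 154 to 3251 ± 1205, a log2 change of 3.15 (SE 0.57, adjusted p = 0.0111 from limma). It is among 11 markers of the lipid glands of the orbit, all of which lay above 0 in EOM. Gland tissue in these pools is thus not ruled out. Fitting EDL alone ended the call of Nmrk2, and testing all probe sets without the signal minimum ended those of Thrsp and LOC100912629. Leaving out 1 array ended the LOC100912629 call in 2 of 18 fits for DIA (adjusted p up to 0.0708, without DIA EAMG 2) and in 4 for EDL (up to 0.0711, without EDL EAMG 3), and the Thrsp call in 3 (up to 0.0606, without EOM control 3).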

We found a total of 359 transcripts (Figure 1) altered by 2-fold in 7 of 9 series pairwise comparisons between the experimental and control groups among the muscles. Figure 1 shows the degree of overlap in gene differences across the three muscles. DIA showed 147 gene changes, 85 genes were up-regulated and 62 down-regulated, EDL had 205 genes changed, 100 were up-regulated and 105 down-regulated, and EOM have 116 changed, 85 are up-regulated and 31 down-regulated. 

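By the same rule of 7 ratios in 9, 53 probe sets were higher and 44 lower in DIA, 65 higher and 43 lower in EDL, and 76 higher and 29 lower in EOM. Of these, 69 in DIA, 85 in EDL and 64 in EOM also passed limma. Among probe sets with 1 gene symbol, the largest rise in DIA was that of Myh3, the embryonic myosin heavy chain, at log2 2.92 (SE 0.64, adjusted p = 0.0258). Adamts8, a secreted protease, rose by log2 2.23 (SE 0.27, adjusted p = 0.00134) and Cyp2e1, an enzyme of drug and fatty acid oxidation, by 2.19. Cyp17a1, an enzyme of steroid synthesis, fell by log2 2.90 in DIA (SE 0.67, adjusted p = 0.0344), at signals of 26.7 ± 10.7 (SD, n = 3) in control and 3.44 ± 0.608 in EAMG arrays, far below the minimum of 400. Sfrp4, an inhibitor of Wnt signalling, had a log2 change of -1.95 in DIA and Aqp4 (1387397_at), a water channel of fast fibres, one of -1.89. Spmip6, a sperm microtubule protein, fell by log2 1.87 in DIA and by 1.94 in EOM, Nrep by 1.71 in DIA and 1.57 in EDL, and Mdga1, a cell adhesion protein, by 1.65 in DIA. In EDL, Cdkn1a (1387391_at), an inhibitor of the cell cycle, had the largest such rise, of log2 4.21 (SE 0.61, adjusted p = 0.00198), from a control signal of 8.73 ± 7.33, so low that the size of the change is uncertain (1.08 with 100 added to each signal). Fibin (1373727_at), a secreted protein, rose by log2 2.56 (SE 0.29, adjusted p = 8.58e-04) and Ampd3, which deaminates AMP, by 1.95. Vstm4 had a log2 change of -2.58 in EDL, Ccnd1 (1383075_at), the cyclin that drives entry into the cell cycle, -1.94, Marcks, a substrate of protein kinase C, -1.54, and Lgi3 and Mest -1.47 and -1.44. In EOM, LOC100360933 rose by log2 3.27 (adjusted p = 0.00301), Dct, an enzyme of melanin synthesis, by 2.67 (adjusted p = 0.0422), Mfsd4a, a membrane transporter, by 2.28 and Igfbp3 (1367652_at), which binds insulin-like growth factors, by 2.23 (SE 0.25, adjusted p = 5.92e-04). Tppp3, a tubulin-binding protein, fell in EOM by log2 2.18 (SE 0.29, adjusted p = 9.61e-04), Chrdl2, an inhibitor of bone morphogenetic proteins, by 1.36, Folr1, a folate receptor, by 1.23, and C5h1orf127 by 1.19. In each of these genes all 3 EAMG arrays lay on one side of all 3 control arrays, as the rule for naming them required (10% of genes would by chance). Of the 20 genes with the largest changes in each muscle, 8 in DIA, 12 in EDL and 10 in EOM passed limma in every fit that left out 1 array, 5, 11 and 10 passed without the signal minimum, and 2, 1 and 17 passed in a fit of the muscle alone. Cyp17a1 did not pass with 100 added to each signal.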

Using the 359 transcripts, hierarchical cluster analysis (Figure 2) demonstrated a distinct expression pattern of the genes found to be differentially influenced by EAMG across the three muscles. 

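Over all 12238 probe sets tested, the arrays fell into the 3 muscles without exception (adjusted Rand index of 1). None of the 6 groups of muscle and treatment formed a cluster of its own (0.493, average linkage on 1 minus Pearson's r). All EOM arrays shared a cluster, and DIA EAMG 1 and EDL EAMG 1 lay with the controls of their muscle. EDL EAMG 2 and 3 formed a cluster, and DIA EAMG 2 and DIA EAMG 3 each lay alone. The index of 0.493 thus does not show that treatment was recovered. Over the probe sets of the pairwise rule, the 6 clusters were the 6 groups, but those probe sets had been chosen on the same arrays. Between arrays of the same group r had a mean of 0.963, between EAMG and control arrays of a muscle 0.947, and between arrays of different muscles 0.867. Phospholamban, which restrains the calcium pump of slow and cardiac muscle, is an example of a response that differed between muscles. Its signal (Pln, 1370157_at) fell in DIA from 2608 ± 56.9 (SD, n = 3) to 541 ± 54.8, a log2 change of -2.27 (SE 0.19, adjusted p = 5.53e-05 from limma), while the log2 changes were -0.36 in EDL and 0.08 in EOM. The change in EOM exceeded that in DIA by log2 2.36 (SE 0.27, adjusted p = 0.00339 from limma's test of the difference), and the change in EDL exceeded it by 1.92 (adjusted p = 0.0348). A second probe set of Pln differed by 1.71 and 1.49 in the same tests (adjusted p = 0.00696 and 0.0348). Rbp7, which carries retinol, rose in EOM from 872 ± 408 to 6803 ± 3000, a log2 change of 2.95 that exceeded the change in EDL by 3.39 (SE 0.51, adjusted p = 0.0108). Its 3 EOM EAMG arrays had 7876, 3413 and 9119, the order in which markers of surface epithelium lay on them (0 of 13 passed limma), so tissue other than muscle in these pools is not ruled out. The Pln difference between EDL and DIA did not pass in 15 of the 18 fits that left out 1 array (adjusted p up to 0.172, without DIA control 3), nor with replicate numbers as blocks, without the signal minimum or without the 2 arrays of low poly-A signal, and the differences between EOM and DIA did not pass with blocks. That of Rbp7 did not pass without the signal minimum.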

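Beyond the pairwise rule, 22 probe sets rose and 16 fell in all 3 muscles by limma, where 0.0607 and 0.0241 would be expected if the muscles responded independently. These expected counts do not allow for arrays of different muscles that may hold tissue of the same rats. The rises took in targets of the glucocorticoid receptor (Fkbp5, Ddit4 and Errfi1) and genes of fuel use (Pdk4, Pnpla2 and Angptl4). They also took in Sult1a1, a sulfotransferase, with log2 changes of 1.02 in DIA, 1.38 in EDL and 0.97 in EOM, Txnip, an inhibitor of glucose uptake and of thioredoxin, with 0.91, 0.56 and 0.77, Wbp1l with 1.01, 0.76 and 0.92, and Tfdp2, a partner of the E2F transcription factors, with 0.45, 0.79 and 0.54. Among the falls were 5 hemoglobin probe sets, Cd1d1, which presents lipid antigens, with -0.96, -0.79 and -0.84, Cxcl12, a chemokine, with -0.63, -0.57 and -1.17, Ndufa4l2, a mitochondrial protein raised by low oxygen, with -0.93, -0.82 and -0.96, Eif4e3, a cap-binding protein of translation, with -0.75, -0.96 and -0.83, and Ramp1, part of the receptor for calcitonin gene-related peptide, with -0.78, -0.56 and -0.80. Ccdc181, Fsd1l, Mlf1 and Gimap4, a GTPase of lymphocytes, also fell in all 3 muscles.

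**Figure D1:**
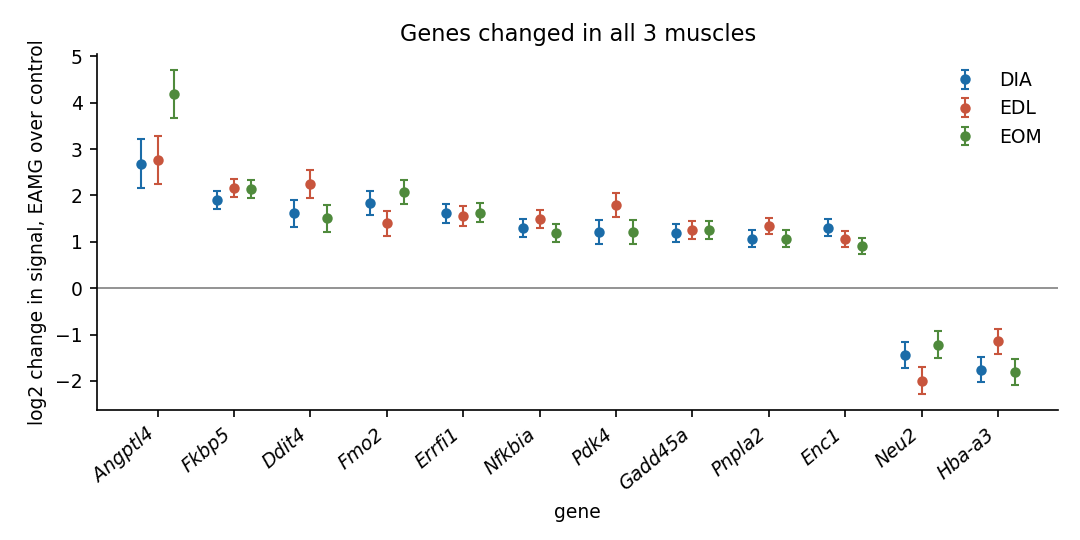
Log2 change of signal in EAMG against control, with its standard error from limma (3 arrays per group), for 12 genes in DIA, EDL and EOM. Angptl4 lies highest in EOM at 4.18, and Neu2 and Hba-a3 lie below 0 in each muscle.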

Comparison of the differentially expressed transcripts identified 16 upregulated and 6 downregulated transcripts shared among the three muscles (Table 1). Functional annotation of the differentially expressed genes identified more than a half are involved in signal transduction, metabolism and transcription regulation, suggesting the muscles experience adaptation to EAMG directly and to metabolic alterations associated with the disease (Table 2, Supplemental Table 2). 

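Nfkbia, the inhibitor that holds NF-κB in the cytoplasm, rose in DIA from a signal of 1356 ± 402 (SD, n = 3) to 3250 ± 464, in EDL from 930 ± 161 to 2589 ± 36.1 and in EOM from 1309 ± 193 to 2985 ± 450. The log2 changes were 1.29, 1.49 and 1.19 (SE 0.20, adjusted p = 0.00403, 0.00146 and 0.00689 from limma). Pnpla2, the lipase that starts the breakdown of stored triglyceride, rose from 2544 ± 250 to 5409 ± 1239 in DIA, from 1735 ± 176 to 4446 ± 931 in EDL and from 2192 ± 142 to 4618 ± 712 in EOM, with log2 changes of 1.07, 1.34 and 1.07 (SE 0.18, adjusted p = 0.00892, 0.00151 and 0.00831). Enc1, an actin-binding protein, had log2 changes of 1.31, 1.07 and 0.92 (SE 0.17, adjusted p = 0.00191, 0.00380 and 0.0148), and Errfi1, an inhibitor of the EGF receptor, changes of 1.61, 1.56 and 1.63 (SE 0.21, adjusted p = 0.00161, 0.00146 and 8.48e-04). Galnt12 and Glipr2 had no probe set under these symbols and were not analysed here. Fitting each muscle alone ended the calls of all 4 genes in DIA and EDL, and testing without the signal minimum ended those of Nfkbia, Pnpla2 and Enc1 in EOM and of Pnpla2 in DIA, which was also lost without the 2 arrays of low poly-A signal. The EOM call of Enc1 was lost without EOM control 1 (adjusted p = 0.0825), EOM control 2 (0.0538) or EOM EAMG 1 (0.0717) and with replicate blocks, and that of Pnpla2 without EOM control 2 (0.0523).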

Alteration of expression of 10 genes (*Enc1, Nfkbia, Nfix, Errfi1, Glipr2, Dyrk2, Hbb, Hba-a1, Pnpla2, Galnt12*) were identified common to the three muscles as a response to EAMG. The roles of these genes fell into two broad categories: muscle repair and suppression of inflammatory signals. The Discussion provides detailed consideration of expression alterations.

**Figure 1:**
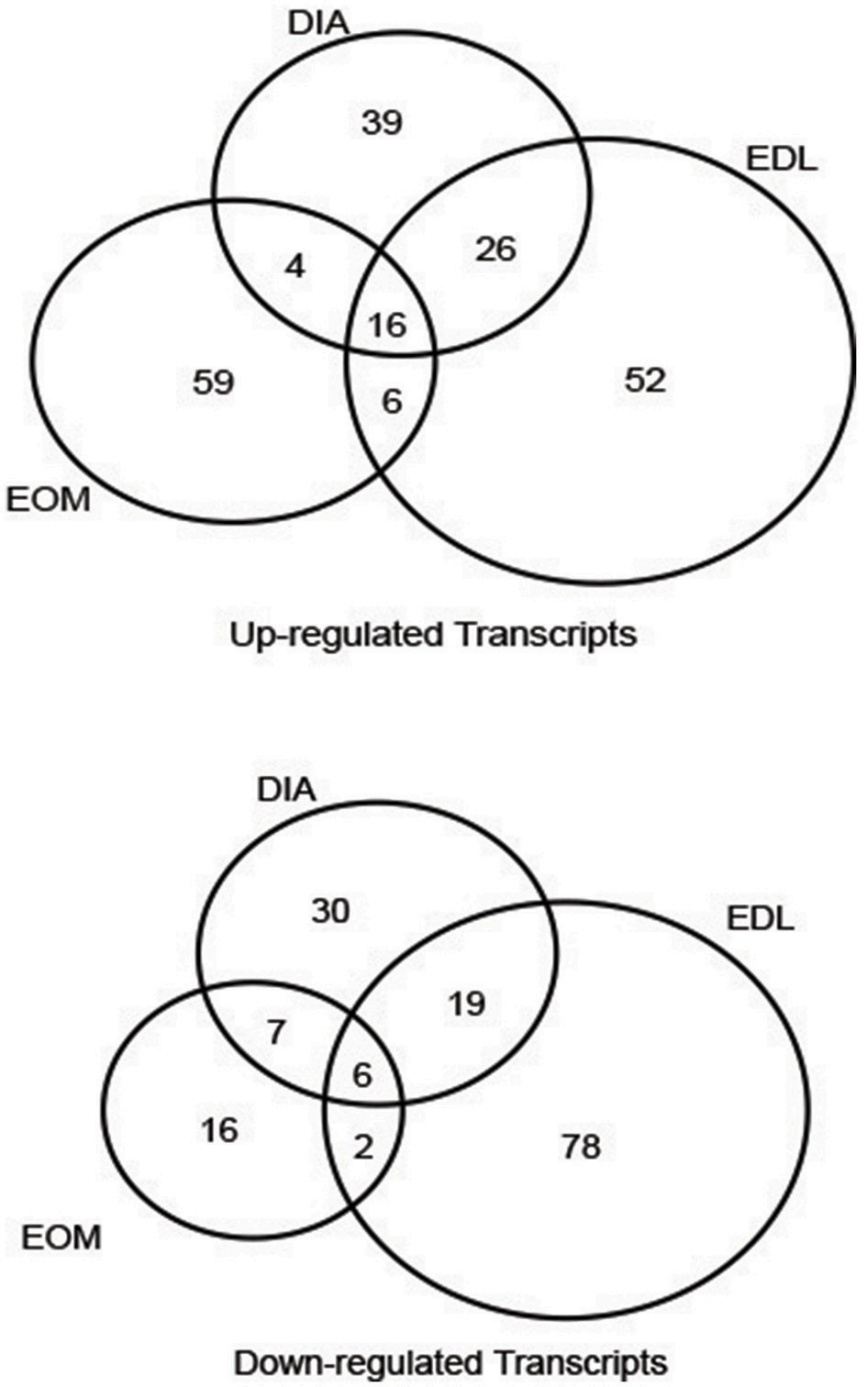
**Venn diagrams showing the numbers of differentially expressed transcripts in EAMG muscles compared with control rats shared by or unique to DIA, EDL, and EOM**.

**Figure 2:**
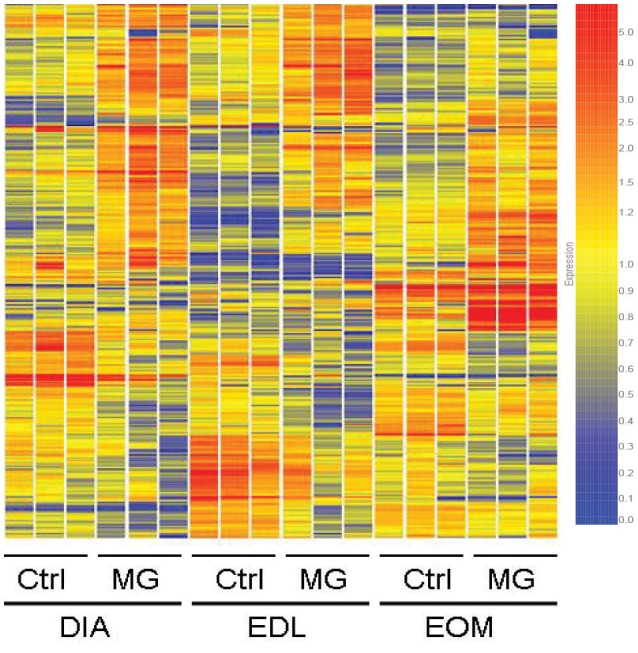
**Hierarchical cluster analysis using 359 gene probes identified as differentially expressed in EAMG among DIA, EDL, and EOM**. The three independent replicates of each group are represented. Expression ratios are color-coded. The scale at the right denotes normalized expression levels (*red*, high expression; *blue*, low expression).

**Table 1:** **Gene transcript changes common to all muscles**.

**Symbol**	**Name**	**DIA**	**EDL**	**EOM**	**Classification**
Ankrd1	Ankyrin repeat domain 1	5.6	5.5	3.6	Transcription
Cebpd	CEBP delta	2.9	8.4	2.5	Transcription
Nfix	Nuclear factor I/X	−4.7	−2.0	−2.9	Transcription
Nfkbia	Nuclear factor of kappa light chain	2.3	2.8	2.3	Transcription
Ddit4	DNA-damage-inducible transcript 4	3.1	4.7	3.1	Stress
Gadd45a	Growth arrest and DNA-damage-inducible 45 alpha	2.3	2.1	2.5	Stress
Mt1a	Metallothionein 1a	4.7	8.2	3.3	Stress
Errfi1	ERBB receptor feedback inhibitor 1	2.9	3.0	2.8	Stress
Mt1e	Metallothionein 1e	3.0	5.5	2.8	Stress
Gpnmb	Glycoprotein (transmembrane) nmb	2.2	3.1	5.2	Signal
Glipr2	Golgi- associated PR-1 protein	−2.4	−2.4	−2.2	Signal
Dyrk2	Dual specificity tyrosine-phosphorylation-regulated kinase 2	−2.4	−2.3	−2.4	Signal
Enc1	Ectodermal-neural cortex 1	2.4	2.1	2.1	Signal
Hbb	Hemoglobin beta chain complex	−4.8	−2.4	−3.9	Metabolism
Neu2	Neuraminidase 2	−2.9	−4.0	−2.2	Metabolism
Hba-a1	Hemoglobin alpha 2 chain	−3.6	−2.3	−3.5	Metabolism
Pnpla2	Patatin-like phospholipase domain containing 2	2.4	2.8	2.1	Metabolism
pdk4	Pyruvate dehydrogenase	2.4	3.5	2.3	Metabolism
fmo2	Flavin containing monooxygenase 2	4.0	3.0	3.9	Metabolism
galnt12	GalNAc transferase 12	3.5	2.8	2.6	Metabolism
Angptl4	Angiopoietin-like 4	6.4	6.2	17.5	Metabolism
Fkbp5	FK506 binding protein 5	4.5	5.3	5.6	Immune

**Table 2:** **Transcript changes in percent by category**.

	**Shared**	**EOM**	**DIA**	**EDL**
Transcription	18	5	7	19
Stress	22	0	1	5
Metabolism	32	21	6	17
Signaling	18	33	44	25
Proteolysis	0	5	4	5
Muscle-related	0	4	1	5
Inflammatory	5	8	7	2
^*^ECM	5	3	0	2
EST/Unknown	0	21	30	20

* *Extracellular Matrix*.

In our previous study of passive transfer MG and a study of mdx mice (Porter et al., 2003a; Zhou et al., 2014), we determined a disease load index (DLI), which sums the absolute fold change values of increased and decreased transcript to provide a single transcriptional index of EAMG pathology. In the present investigation, EDL had the greatest DLI (Figure 3), although EOM had the greatest total of increased transcript levels with 351 total fold increase to 101 total fold decrease. 

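The disease load index summed the fold sizes of the probe sets that passed the rule of 7 ratios in 9, each fold being the ratio of the EAMG to the control geometric mean. It was 354 in DIA (193 from increases and 161 from decreases), 403 in EDL (256 and 147) and 449 in EOM (358 and 91.6). The mean fold size per altered probe set was 3.65 in DIA, 3.73 in EDL and 4.28 in EOM. Angptl4 alone added 18.2 to the EOM index and Cdkn1a (1387391_at) 18.5 to that of EDL, both from control signals below the paper's background level, so that the size of these folds is uncertain. The index moved when single arrays were left out, with an SD over the 6 fits without an array of the muscle itself of 131 in DIA, 262 in EDL and 67.1 in EOM. Without DIA EAMG 1 the index of DIA was 665. Without EDL control 3 that of EDL was 680, and without EDL EAMG 1 it was 988.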

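Counted by limma in place of ratios, EDL had 412 probe sets higher and 394 lower in EAMG, DIA had 187 and 141, and EOM had 118 and 65. At a change of at least 2-fold as well, EDL kept 119 and 105, DIA 68 and 60, and EOM 64 and 23. The EDL calls included Cdkn1a (1388674_at), an inhibitor of the cell cycle, which rose from 355 ± 72.9 (SD, n = 3) to 2111 ± 116, a log2 change of 2.59 (SE 0.19, adjusted p = 1.11e-05). In DIA the gene rose by 1.30 (adjusted p = 0.00373) and in EOM it had a change of 0.77 (adjusted p = 0.0652). The load index was highest in EOM with all 9 ratios required (256, against 156 in DIA and 151 in EDL) and after quantile normalization (501, against 334 and 400). It was highest in EDL with 7 ratios in one direction and a mean fold of 2 (1127, against 834 in DIA and 677 in EOM). The methods ask for calls in one direction and state no fold minimum. The index was also highest in EDL over the probe sets that passed limma with a 2-fold change (634, against 383 and 326). Without the signal minimum it was highest in DIA (3940). Of the 18 values that leave out 1 array, 14 placed EOM first, 3 EDL (without EDL control 3, EDL EAMG 1 or EOM control 3) and 1 DIA (without DIA EAMG 1). When each muscle was fitted alone, limma called 6 higher and 8 lower in DIA, 3 higher and 0 lower in EDL and 101 higher and 75 lower in EOM, so that EOM then had the most calls and EDL the fewest. At an unadjusted p under 0.05 these fits gave 1091 higher and 936 lower in DIA, 1055 and 1135 in EDL and 1096 and 996 in EOM. The order of the calls did not hold there. The fit of all 18 arrays shares its variance between muscles, and whether the spread is equal was not tested. The number of arrays bounds these counts too, since the limma calls of single fits without 1 array ran from 32 to 419 higher in DIA, 103 to 608 in EDL and 37 to 134 in EOM.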

The greater DLI of EDL suggests a greater transcriptional response to EAMG than EOM or DIA.

**Figure 3:**
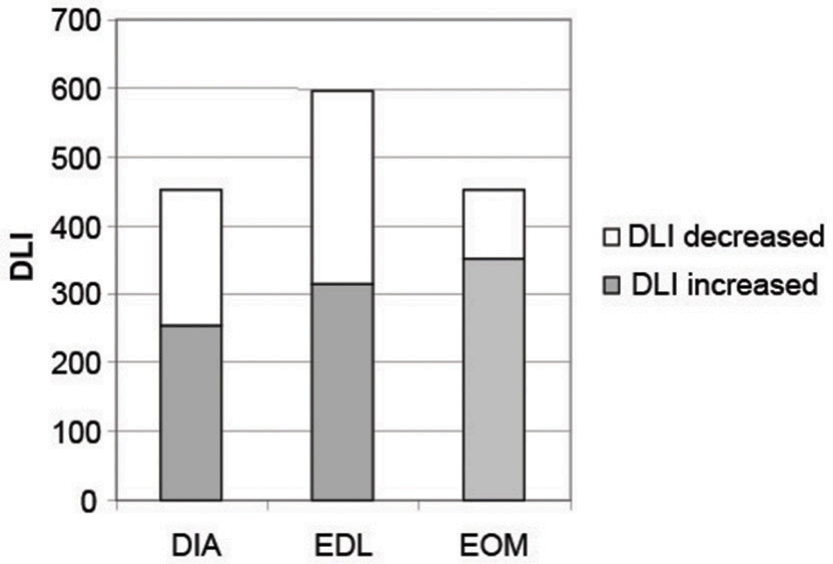
**The aggregate DLI of the three muscles for EAMG illustrate disease progression by summing the absolute values of fold changes of differentially regulated transcripts in each muscle**.

### Validation of RNA profile

We used qPCR to validate results of the RNA profiling. We determined expression levels of 14 transcripts to provide a broad assessment of the array results. Three upregulated transcripts (*Ankrd1, Mt1a, Cebpd1*) and one down regulated transcript (*Neu2*) that by RNA profiling had been identified as altered across all three muscles. 

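Ankrd1, a stress-responsive protein of the sarcomere, rose in DIA from a signal of 674 ± 80.6 (SD, n = 3) to 4660 ± 4088 and in EDL from 718 ± 67.9 to 4903 ± 2431, and was 254 ± 73.3 and 878 ± 92.3 in EOM. Its log2 changes were 2.44, 2.64 and 1.83 (SE 0.46, adjusted p = 0.0146, 0.00587 and 0.0652 from limma). Cebpd, a transcription factor of the acute phase, rose from 607 ± 179 to 2244 ± 707 in DIA and from 465 ± 190 to 2629 ± 623 in EDL, and was 634 ± 105 and 1566 ± 237 in EOM, with log2 changes of 1.88, 2.57 and 1.31 (SE 0.33, adjusted p = 0.0119, 0.00146 and 0.0657). In each muscle both genes met the rule of 7 ratios in 9. Mt1, a metallothionein, stayed below the signal minimum in every array, at 34.0 and 102 in DIA, 25.1 and 97.9 in EDL and 40.8 and 35.5 in EOM for control and EAMG, by the probe set annotated to it alone. Another, annotated to Mt1, Mt1f and Ttr together, met the rule of 7 ratios in 9 in each muscle. The EOM calls of Ankrd1 and Cebpd were gained with EOM fitted alone or with a variance trend, and that of Cebpd also with replicate blocks or 100 added to each signal. The DIA calls were lost without the signal minimum, with DIA fitted alone and without DIA control 1 (adjusted p = 0.0662 for Ankrd1 and 0.0611 for Cebpd), that of Cebpd also without DIA EAMG 2 (0.0664), and the EDL calls with EDL fitted alone.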

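Ctse, the aspartic protease cathepsin E of immune and epithelial cells, rose in EOM from a signal of 254 ± 107 (SD, n = 3) to 2354 ± 1275, a log2 change of 3.17 (SE 0.37, adjusted p = 6.66e-04 from limma). In DIA it was 127 ± 36.3 and 118 ± 23.3 and in EDL 77.1 ± 7.42 and 59.0 ± 11.7 for control and EAMG, with log2 changes of -0.10 and -0.40. The EDL signals lie below the paper's background level, so the change there and the size of its difference from EOM are uncertain. The change in EOM exceeded that in EDL by 3.56 (SE 0.52, adjusted p = 0.00918 from limma's test of the difference) and that in DIA by 3.26 (adjusted p = 0.0589). EOM EAMG 1, 2 and 3 had 2090, 1232 and 3741, and the median of 13 markers of surface epithelium, none of which passed limma, lay log2 1.29, 0.83 and 2.22 above the EOM controls on them, so a larger share of epithelium in these pools is not ruled out. Pde4b, which breaks down cyclic AMP, had log2 changes of 0.88 in DIA, 0.69 in EDL and 0.23 in EOM (SE 0.28, adjusted p = 0.0991, 0.15 and 0.775). Nfkb1, a subunit of NF-κB, had changes of -0.03, 0.24 and 0.25 (SE 0.12, adjusted p = 0.917, 0.258 and 0.418). The Ctse difference between EOM and EDL did not pass without the signal minimum or with replicate blocks, with which Pde4b passed in DIA.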

We assessed transcripts that were previously identified as altered by EAMG (*Chrna1, Pde4b, Cts1, Trm63*) (Mizrachi et al., 2010; Zhou et al., 2014) or involved in inflammation (*NF*κ*B, Ctse*). We evaluated transcripts that were increased in the RNA profiling of EOM alone (*Plunc, Pax6, Rgs2*) (Porter et al., 2003b) or known to be increased in EOM (*Csrp3*) (Diehl et al., 2006). 

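Rgs2 (1387074_at), a regulator of G-protein signalling, fell in EOM from a signal of 2650 ± 117 (SD, n = 3) to 1418 ± 56.3 and in EDL from 811 ± 108 to 507 ± 40.2. The log2 changes were -0.90 in EOM and -0.67 in EDL (SE 0.15, adjusted p = 0.00831 and 0.0212 from limma), and 0.38 in DIA (adjusted p = 0.184). The change in EOM differed from that in DIA by -1.28 (adjusted p = 0.0857 from limma's test of the difference). A second probe set (1368144_at) had changes of -0.69, -0.28 and 0.26 in EOM, EDL and DIA (SE 0.29), none of which passed. Csrp3, a LIM protein of the Z-disc, rose in EDL from 4888 ± 2071 to 15154 ± 3491, a log2 change of 1.70 (SE 0.33, adjusted p = 0.0101), and had changes of 1.25 in DIA and 0.61 in EOM (adjusted p = 0.0558 and 0.462). Csrp1, a related LIM protein, had changes of 0.07, -0.07 and 0.33 in DIA, EDL and EOM (adjusted p = 0.855, 0.849 and 0.442). Without the signal minimum or with EDL fitted alone, Rgs2 and Csrp3 did not pass in EDL, and without the signal minimum Rgs2 did not pass in EOM. Leaving out single arrays ended the EOM call of Rgs2 without EOM control 2 (adjusted p = 0.0509), its EDL call in 3 of 18 fits (up to 0.0937, without EDL control 1), and the EDL call of Csrp3 without EDL control 1 (0.0543) or EDL EAMG 3 (0.0505).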

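The log2 change on the arrays was set beside the log2 of the qPCR fold of Table 3, the paper's own value, for 13 genes in up to 3 muscles, which gave 35 pairs. The direction was shared in 32 of them, among them Chrna1, the α-subunit of the AChR, Ankrd1, Cebpd and Neu2 in every muscle, and the array change lay closer to 0 than the qPCR change in 27. Across genes and muscles, Pearson's r was 0.952 and Spearman's rho 0.953 (permutation test, p = 1e-05 for each, the smallest that 1e+05 permutations can give). Genes are not independent replicates. Without the 2 pairs farthest from the median qPCR change r was 0.934, and without Neu2, the sialidase with the largest fall, it was 0.923. Within a muscle, r was 0.966 over 11 pairs in DIA, 0.971 over 11 in EDL and 0.947 over 13 in EOM. Mt1 was not used here, since its probe set stayed below the signal minimum.

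**Figure D2:**
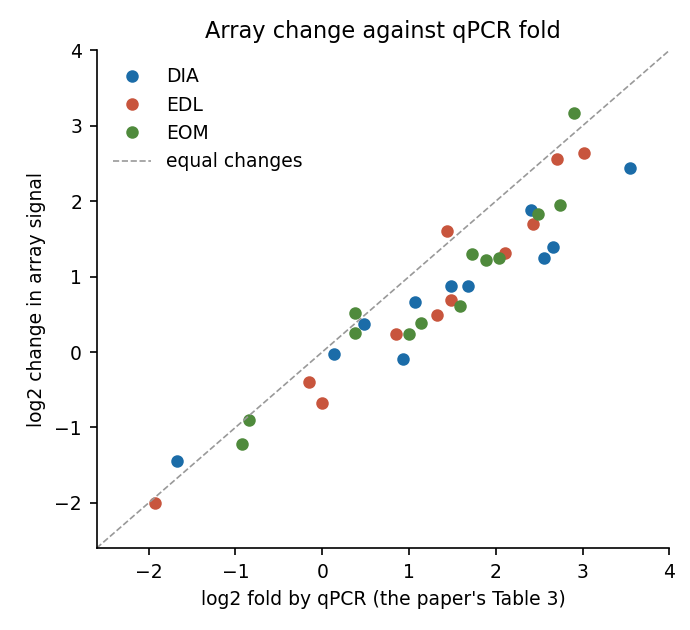
Log2 change on the arrays (3 EAMG against 3 control arrays) plotted against the log2 of the paper's qPCR fold in Table 3, 1 point per gene and muscle, with the line of equal changes dashed. Most points lie near the line, and 27 of 35 lie nearer to 0 on the array axis.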

RNA profiling and qPCR results correlated well with correlation coefficient of 0.9 (Table 3).

**Table 3:** **Fold change comparison between real-time PCR and microarray**.

**Gene symbol**	**DIA**		**EDL**		**EOM**	
	**qPCR**	**Array**	**qPCR**	**Array**	**qPCR**	**Array**
*ANKRD1*	11.7	6.2	8.1	5.5	5.6	3.2
*MT1A*	4.2	4.7	4.8	8.2	5.3	3.4
*CEBPD1*	5.3	3.0	6.5	4.5	3.3	2.2
*PDE4B*	3.2	2.0	2.8	1.7	2.0	1.3
*CTS L*	2.8	1.8	2.7	2.8	2.2	1.4
*CHRNA1*	2.1	1.9	2.5	1.7	3.7	2.3
*CTS E*	1.9	1.2	0.9	1.0	7.5	7.6
*CSRP3*	5.9	2.4	5.4	3.3	3.0	1.4
*NEU2*	−3.2	−2.7	−3.8	−4.0	−1.9	−2.2
*NFκB*	1.1	1.0	1.8	1.3	1.3	1.0
*PAX6*	N/A	0.5	N/A	1.3	6.7	4.0
*PLUNC*	N/A	0.9	N/A	1.0	4.1	3.0
*RGS2*	1.4	1.1	1.0	0.8	−1.8	−1.3
*TRIM63*	6.3	2.4	4.3	2.5	1.3	1.0

## Discussion

We found distinct genomic signatures for DIA, EDL, and EOM in response to EAMG with a small number of gene alterations shared among the muscles (Figure 1). 

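By limma, DIA and EDL shared 102 probe sets that rose and 69 that fell, where 6.30 and 4.54 would be expected if the muscles responded independently. DIA and EOM shared 33 that rose (1.80 expected) and 24 that fell (0.749 expected). EDL and EOM shared 40 that rose (3.97 expected) and 23 that fell (2.09 expected), and 2 went opposite ways. The expected counts make no allowance for arrays of different muscles that may hold tissue of the same rats. Across the probe sets tested, the log2 changes of 2 muscles correlated with an r of 0.563 for DIA and EDL, 0.477 for DIA and EOM and 0.384 for EDL and EOM, over genes that are not independent replicates. Differences between muscles passed limma's test in 13 probe sets for EOM against EDL (8 higher in EOM and 5 lower) and in 2 each for the other pairs. Cdkn1a (1388674_at), an inhibitor of the cell cycle, had a change in EOM that lay below that in EDL by a log2 difference of -1.82 (SE 0.27, adjusted p = 0.0108). For Smtnl1, a regulator of contraction, with changes of -0.90 in EOM and 0.49 in EDL, the difference was -1.39 (adjusted p = 0.00918), and Nol3, an inhibitor of apoptosis, was also among the 5 that were lower in EOM. Dipk2a differed by 1.21 (SE 0.13, adjusted p = 0.00192) and Acsl5, which activates fatty acids, by 1.44. Akip1, a partner of protein kinase A, differed by 1.50 to 1.55 in 4 probe sets. Its brightest probe set had log2 changes of 1.28 in EOM, -0.24 in EDL and 0.71 in DIA. In tests without the signal minimum 4 of the 13 passed, and the call of Cdkn1a was also lost without EOM control 3 (adjusted p = 0.0515), that of Acsl5 in 14 of the 18 fits without 1 array (up to 0.136, without EOM control 3) and that of Nol3 in 16 (up to the same value).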

The results of array analysis were validated by qPCR with a significant correlation. Across the muscles, there was wide variation in the specific gene changes, but a commonality of genes that were altered occurred in cell signaling, transcriptional factors, and metabolism categories. 

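Of 16 measured genes of muscle regeneration (satellite cell, myogenic and injury-response genes), 4 rose in DIA, 6 in EDL and 1 in EOM, and none fell (5, 8 and 4 higher, with 1 lower in EDL, when adjusted over the list alone). In DIA these were Myh3, the embryonic myosin, Ankrd1, Cdkn1a and Mustn1, a nuclear protein of bone and muscle repair, the last with a log2 change of 0.85 (SE 0.17, adjusted p = 0.0205 from limma). In EDL they included Tnfrsf12a, the receptor for the cytokine TWEAK, at 1.30 (SE 0.25, adjusted p = 0.00998), which was the one member to pass in EOM, at 1.38 (adjusted p = 0.0114). The list as a whole shifted up in DIA, EDL and EOM (adjusted p = 0.00430, 3.09e-05 and 0.00308 from camera, and adjusted p = 0.179, 0.0757 and 0.179 with an estimated correlation), with median log2 changes of 0.22, 0.84 and 0.41. Of the 16 genes, 8 are in the paper's own tables, chosen on these arrays, and are not independent evidence of the direction. Over the other 8 genes the adjusted p was 0.933 in DIA, where the direction turned, 0.673 in EDL and 0.717 in EOM. Neither Mustn1 nor Tnfrsf12a passed with the muscle fitted alone or without the signal minimum. Leaving out single arrays ended the Mustn1 call in 3 of 18 fits (adjusted p up to 0.0755, without DIA control 1) and the Tnfrsf12a calls in 2 each (up to 0.0543 in EDL, without EDL control 1, and 0.0620 in EOM, without EOM control 1).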

Genes associated with muscle injury repair were upregulated. Only, a few genes primarily associated with the immune system or inflammation were modified by EAMG, however these were focused on genes that would suppress inflammation. 

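Of 9 measured genes of NF-κB and its inflammatory targets, the inhibitor Nfkbia rose in each muscle and none of the others passed (1 higher in each muscle when adjusted over the list alone), and the list as a whole did not shift (adjusted p = 0.784 in DIA, 0.784 in EDL and 0.486 in EOM from camera). In EDL the median of the list was -0.33 and its test pointed up. Of 16 interferon and antigen presentation genes, Oas1a, an antiviral enzyme, rose in DIA and EDL, with log2 changes of 1.07 and 1.04 (SE 0.18, adjusted p = 0.00986 and 0.00658 from limma) and 0.73 in EOM (adjusted p = 0.0656). The other 15 did not pass, and the list had an adjusted p of 0.870, 0.544 and 0.693 (1 higher in each muscle and 1 lower in EDL when adjusted over the list alone). Of 12 complement genes, Cd55, which protects cells from complement, fell in EDL by log2 0.63 (SE 0.14, adjusted p = 0.0173), and C3, the central component, had a log2 change of 1.71 in EOM (adjusted p = 0.230). That list had an adjusted p of 0.639, 0.655 and 0.778 (1 lower in EDL when adjusted over the list alone). None of the 13 T cell markers reached the signal minimum. Both measured B cell markers, led by the chemokine Cxcl13 with 1.72 in DIA (adjusted p = 0.285), and both neutrophil markers, led by S100a9 with 1.18 in EOM (adjusted p = 0.332), did not pass limma, with 0 of the B cell and 1 of the neutrophil markers at an unadjusted p under 0.05. These lists had an adjusted p of 0.573, 0.725 and 0.794 and of 0.870, 0.810 and 0.206. Fitting each muscle alone ended the calls of Oas1a and Cd55. Without DIA EAMG 2 Oas1a did not pass in DIA (adjusted p = 0.0550), and Cd55 did not pass in 3 of 18 fits (up to 0.0780, without EDL EAMG 2).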

The observation is consistent with histology of muscle of human MG, and EAMG in the chronic stage, which does not have evidence of inflammation (Nakano and Engel, 1993; Losen et al., 2015; Tuzun et al., 2015). The expression of immunosuppressive genes provides the first insight into why EAMG, by extension human MG, lacks inflammatory infiltrates in muscle after the acute induction stage.

A critical issue that cannot be addressed by our investigation is the degree to which individual mechanisms alter transcriptional profiles. For example, reduced muscle activity produced by EAMG, or for that matter, passive transfer MG in our previous investigation influences the gene expression pattern. The EOM in particular have unique neuromuscular transmission properties with synapses subject to extremely high stimulation rates by their motor neurons and a reduction in muscle stimulus would likely lead to transcriptional alterations (Spencer and Porter, 2005). Knowing that post-synaptic damage is likely to influence presynaptic properties, we cannot dissociate our results to one specific alteration produced by EAMG (Ouanounou et al., 2016). As we discuss the influence of alterations in whole body metabolism produced by weight loss further will alter gene expression of each muscle in a differential pattern given their unique characteristics.

### Gene expression alterations unique to EAMG and common to all muscles

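Enc1, an actin-binding protein, rose from a signal of 496 ± 94.3 (SD, n = 3) to 1228 ± 236 in DIA, from 384 ± 3.00 to 811 ± 128 in EDL and from 896 ± 104 to 1697 ± 256 in EOM. Errfi1, an inhibitor of the EGF receptor, rose from 1191 ± 277 to 3614 ± 694, from 1042 ± 211 to 3088 ± 823 and from 1210 ± 87.6 to 3729 ± 105. Nfix, a transcription factor of muscle development, had EAMG signals below control, at 1993 ± 639 and 1479 ± 661 in DIA, 5358 ± 2283 and 2674 ± 1663 in EDL and 1711 ± 496 and 1202 ± 380 in EOM for control and EAMG. Its log2 changes were -0.49, -1.08 and -0.52 (SE 0.48, adjusted p = 0.604, 0.184 and 0.699 from limma). Dyrk2, a kinase that phosphorylates glycogen synthase, had 4 probe sets. The brightest (1386063_at) had log2 changes of -0.77, -0.57 and -0.82 (SE 0.20, adjusted p = 0.0553, 0.104 and 0.0610). Probe set 1386064_at fell in DIA and EDL, by 1.36 and 1.33 (SE 0.34, adjusted p = 0.0439 and 0.0323), with a change of -1.36 in EOM (adjusted p = 0.0640). Probe sets 1390028_at and 1376963_at had changes of -0.66 and -0.39 in DIA, -0.64 and -0.08 in EDL and -0.66 and -0.70 in EOM, none of which passed. The calls of 1386064_at were lost without the signal minimum and with the muscle fitted alone, and in 12 of 18 fits without 1 array for DIA (adjusted p up to 0.22, without DIA EAMG 2) and 5 for EDL (up to 0.13, without EDL EAMG 2). Quantile normalization or 100 added to each signal brought the brightest probe set past the threshold in DIA and EOM.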

The enhanced expression of five genes (*Nfix, Enc, Errfi1, Glipr2, Dyrk2, Galnt12*) modified by EAMG appear to enhance muscle repair. *Nfix*, is a transcription factor known to be involved in myogenesis and muscle regeneration (Déak et al., 2014). *Enc1* is an actin-binding protein, which is involved in neuronal process formation (García-Calero and Puelles, 2005; Kim et al., 2009). Its expression has not been observed previously in muscle, and presumably, *Enc1* would function to aid recovery of damaged neuromuscular junctions. *Errfi1* (also known as *Mig6*) is an inhibitor of epidermal growth factor signaling and is increased with cell stress and positively regulates cell growth. Elevation of *Errfi1* expression would be expected as a response to muscle injury, either from increased oxidative metabolism or neuromuscular junction injury (Pante et al., 2005). Our previous PTMG profiling study identified a homolog of *Mig6* to be upregulated across all three muscles. *Glipr2* is a signaling molecule, which has not been well-characterized, but is upregulated in sciatic nerve injury from experimental diabetes (Zhang et al., 2015). *Glipr2* is involved in transition of epithelial to mesenchymal cells by way of epidermal growth factor signaling pathways (Huang et al., 2013), which are also known to be involved in recovery from muscle injury. *Dyrk2* encodes a tyrosine kinase, which negatively regulates growth of cardiac myocytes (Weiss et al., 2013), and the reduced expression of *Dyrk2* in EAMG would be expected to promote recovery from injury. *Galnt12* encodes an acetylgalactosaminyl transferase and polymorphisms in the gene are associated colonic cancer (Clarke et al., 2012; Wang et al., 2014). The increased expression of *Galnt12* likely enhances protein modifications that may be involved in the regenerative process.

*Nfkbia* (nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha) is a transcriptional factor with increased expression among all three muscles exclusive to EAMG. *Nfkbia* inhibits cell apoptosis by inhibition of caspase. In rats, *Nfkbia* is decreased in diet-induced obesity and hyperlipidemia. *Nfkbia* can inhibit NFκB by direct binding and regulation of transcriptional responses to NFκB, including cell adhesion, immune and proinflammatory responses, apoptosis, differentiation and growth (Hotamisligil, 2006). In addition to its effects on contractility, *Fkbp5* modulates NFκB activity and in tandem with *Nfkbia* would reduce inflammatory signaling in muscle (Erlejman et al., 2014).

In addition, to the primary categories of muscle repair and immunosuppression, there were three gene changes that would influence metabolism. The *Dyrk2* gene product phosphorylates glycogen synthase (Skurat and Dietrich, 2004) and therefore, the gene's down-regulation would be a response to a shift to fatty acid oxidation (see discussion below). *Pnpla2* encodes a lipase that hydrolyzes fatty acids from triacylglycerol and mutations of the gene produce a myopathy. The upregulation of the gene's expression is also in keeping with the overall shift to fatty acid oxidation (Henriksson, 1995). This change to oxidation is a reflection of decreased availability of glucose and would further be reflected in a reduction of muscle force generation. 

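Hbb, the beta chain of hemoglobin, fell in DIA from a signal of 13771 ± 3230 (SD, n = 3) to 3414 ± 1556 and in EOM from 9250 ± 1548 to 2452 ± 754, and was 3783 ± 967 and 1693 ± 725 in EDL. The log2 changes were -2.10, -1.95 and -1.22 (SE 0.36, adjusted p = 0.0101, 0.0141 and 0.0572 from limma). Hba-a3, an alpha chain, fell in every muscle, with changes of -1.76 in DIA, -1.15 in EDL and -1.81 in EOM (SE 0.27, adjusted p = 0.00481, 0.0245 and 0.00333). All 7 hemoglobin probe sets fell in DIA and EOM and 5 in EDL, with medians of -1.89, -1.90 and -1.28. Alas2, the enzyme that starts heme synthesis in red cell precursors, had changes of -1.94, -1.81 and -1.02 in DIA, EOM and EDL (SE 0.31, adjusted p = 0.00577, 0.00831 and 0.0587). Both measured red blood cell genes, Hbb and Alas2, are in the paper's own tables and so are not independent evidence. As a list they shifted down in each muscle (adjusted p = 2.68e-04 in DIA, 0.0333 in EDL and 1.30e-04 in EOM from camera, and adjusted p = 0.131, 0.368 and 0.118 with an estimated correlation), with 2 lower in each muscle when adjusted over the list alone. Endothelial genes, which mark blood vessels, had medians of 0.10 in DIA, -0.29 in EDL and -0.11 in EOM. The calls of Hbb in DIA and EOM, of Alas2 in EOM and of Hba-a3 in EDL were lost without the signal minimum, and fitting a muscle alone ended those in DIA and EDL. Fits without 1 array ended the Hbb call in EOM in 3 of 18 fits (adjusted p up to 0.0740, without EOM control 2), that of Alas2 without EOM control 2 (0.0538) and that of Hba-a3 in EDL in 4 (up to 0.106, without EDL control 1).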

The reason for the reduced expression of the two hemoglobin gene transcripts (*Hbb, Hba-a1)* in muscle is not clear.

### Gene expression changes specific to EAMG

Consistent with overall profile, alterations of genes involved in metabolism were the most common category for EOM. The gene encoding the alpha subunit of the acetylcholine receptor was increased in response to EAMG in skeletal muscle an EOM previously (Asher et al., 1990; Léger et al., 2006). We evaluated expression of four genes by qPCR expressed at high levels in EOM, three of which appear to be responsive to injury. *Pax6* is a transcriptional regulator involved in eye development and during development influences muscle formation (Davis-Silberman et al., 2005). Its increased expression in EOM suggests that it may be responding to injury, perhaps through the elevated activity of muscle satellite cells in EOM (McLoon et al., 2004). 

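Pax6, the transcription factor of eye development, had a signal of 238 ± 223 (SD, n = 3) in EOM EAMG and 49.3 ± 20.2 in EOM control arrays, a log2 change of 1.95 (SE 0.92, adjusted p = 0.381 from limma). In DIA the signals were 16.7 in EAMG and 32.4 in control and in EDL 36.3 and 20.7, with log2 changes of -1.94 and 0.76 (adjusted p = 0.255 and 0.663). The change in EOM exceeded that in DIA by 3.89 (SE 1.30), which did not pass limma's test of the difference (adjusted p = 0.539). The mean signal of each group lay below the minimum of 400. All but that of the EOM EAMG arrays also lay below the paper's background level. The sizes of these changes and of their difference are thus uncertain.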

*Rgs2*, a regulator of G-protein signaling, also appears to be involved quiescent stem cell renewal of muscle (Subramaniam et al., 2014). *Cspr1*, a member of the LIM protein family, has many functions in skeletal and cardiac muscle including myocyte differentiation (Vafiadaki et al., 2015). *Plunc* is expressed in nasal epithelial tissue and has a bactericidal effects suggesting a role in innate immunity (Liu et al., 2016). Its upregulation in EOM in response to EAMG suggests a response to antibody-mediated injury but otherwise is unclear.

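Bpifa1, the gene of the airway protein PLUNC, had a signal of 924 ± 442 (SD, n = 3) in EOM EAMG and 365 ± 62.5 in EOM control arrays, a log2 change of 1.24 (SE 0.74, adjusted p = 0.514 from limma). In DIA the signals were 40.2 and 91.6 and in EDL 88.9 and 72.5, with log2 changes of -1.94 and 0.31 (adjusted p = 0.159 and 0.842). These 4 signals lie near or below the paper's background level, so the changes in DIA and EDL are uncertain. Bpifa1 is 1 of 13 measured markers of surface epithelia. In EOM all 13 lay above 0, with a median log2 change of 1.73, and the list shifted up (adjusted p = 9.10e-05 from camera, and adjusted p = 0.179 with an estimated correlation). It kept an adjusted p of 0.00342 without Bpifa1 and Pax6, which the paper's tables include, and lost its call without EOM EAMG 3 (0.273) and with the signal minimum required on 3 arrays (0.172). In DIA and EDL the list had an adjusted p of 0.121 and 0.999. No single marker passed limma in EOM, where 6 were higher at an unadjusted p under 0.05 and 4 were higher when adjusted over the list alone. Cldn10, a tight junction protein, had a log2 change of 3.57 (SE 1.13, adjusted p = 0.154) and Krt18, a keratin of simple epithelia, 2.27 (SE 0.65, adjusted p = 0.111). With 100 added to each signal Bpifa1 passed in EOM.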

### Gene expression alterations common to all muscles and PTMG

PTMG is produced by administration of either mono- or poly-clonal antibody specifically directed toward the autoantigen, in the present study the skeletal muscle AChR (Kusner et al., 2015). The model mimics the final effector pathway of autoantibody destruction observed in humans with MG. The onset of muscle injury is rapid and is accompanied by muscle inflammation not seen in the active model or the human disease. In our previous study of PTMG of EDL, DIA, and EOM (Zhou et al., 2014), RNA profiling demonstrated a greater number of gene alterations, a preponderance of immune-related gene expression alterations, and EOM had the greatest DLI. There were specific gene alterations common among the three muscles and interestingly among these, several were shared with our present RNA profile of EAMG (Zhou et al., 2014). These ten genes were *Ankrd1, Gpnmb, Cebpd, Pdk4, Angptl4, Ddit4, Gadd45a, Mt1a, Fmo2*, and *Fkbp5*.

#### Evidence of immunosuppressive response across muscles

*Ankrd1* has been found to be increased in response in several forms of muscle injury, including denervation, motor neuron disease, stretch, and starvation (Miller et al., 2003; Wu et al., 2011; Calvo et al., 2012). *Ankrd1* also down regulates NFκB as an anti-inflammatory signal (Liu et al., 2015), which would contribute to the lack of local muscle inflammation in EAMG, while its increase in PTMG may be a response to acute inflammation observed. Osteoactivin (*Gpnmb*) is a type I transmembrane glycoprotein that is expressed in numerous tissues including skeletal muscle. Osteoactivin has immunosuppressive effects (Schwarzbich et al., 2012) and promotes maintenance of innervation (Furochi et al., 2007), these properties would aid recovery from injury by EAMG. In contrast to the PTMG study in which an inflammatory infiltrate was present, we can be confident that the source of *Gpnmb* transcripts is from the skeletal muscle. 

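Gpnmb, a glycoprotein of macrophages, muscle and other tissues, had a signal of 858 ± 344 (SD, n = 3) in DIA EAMG and 361 ± 115 in control arrays, 503 ± 117 and 205 ± 98.9 in EDL, and 4844 ± 6652 and 432 ± 21.9 in EOM. In log2 terms the changes were 1.22, 1.42 and 2.42 (SE 0.73, adjusted p = 0.369, 0.252 and 0.128 from limma), so none passed. The SD of the EOM EAMG arrays exceeded their mean, so the size of the change in EOM is uncertain. Of 16 measured macrophage markers, 0 passed limma in any muscle, also when adjusted over the list alone, with 2 higher in DIA and 2 lower in EDL at an unadjusted p under 0.05. Cd163, a receptor for hemoglobin complexes, had a log2 change of 1.17 in DIA (SE 0.42, adjusted p = 0.134), Ctss, a lysosomal protease, 1.00, and Lgals3, a lectin, 0.79 in EOM. In DIA all 16 markers lay above 0, with a median of 0.38. The medians were 0.16 in EDL and 0.32 in EOM. The list had an adjusted p of 0.0854 in DIA, 0.92 in EDL and 0.0989 in EOM from camera. With an estimated correlation it was 0.837 in DIA and 0.838 in EOM, without the 1 gene of the paper's tables 0.203 in both, and in EOM without EOM EAMG 3 0.984. Replicate blocks brought it past the threshold in DIA and EOM, as did adding 100 to each signal and fitting the muscle alone. Leaving out the signal minimum did so in DIA and leaving out the 2 arrays of low poly-A signal in EOM. The list also passed without DIA EAMG 3 in DIA (0.0375) and in EOM without EOM control 2, EOM EAMG 1 or EOM EAMG 2 (down to 0.00396, without EOM control 2).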

The increase of *Cebpd*, a transcriptional factor known to reduce pro-inflammatory cytokines (Pedersen and Febbraio, 2008; Scheler et al., 2013), would also serve to limit muscle inflammation in response to EAMG (Moore et al., 2012). 

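Of 20 measured targets of the glucocorticoid receptor, 9 rose in DIA, 13 in EDL and 8 in EOM, and none fell (14, 14 and 13 higher when adjusted over the list alone). Their median log2 changes were 0.74, 0.94 and 0.75, and the list shifted up in each muscle (adjusted p = 2.90e-12, 5.59e-15 and 1.19e-13 from camera, and adjusted p = 0.0661, 0.0573 and 0.0577 with an estimated correlation). Rasd1, a small GTPase induced by dexamethasone, rose in EOM by log2 2.23 (SE 0.44, adjusted p = 0.0177 from limma). Per1, a clock gene that glucocorticoids induce, rose in EDL by 0.62 (SE 0.17, adjusted p = 0.0409). Of the 20 genes, 14 are in the paper's own tables, chosen on these arrays, and are not independent evidence of the direction. Over the other 6 genes the adjusted p was 0.172 in DIA, 0.0753 in EDL and 0.722 in EOM. The shift was larger in EDL than in DIA (adjusted p = 0.0112 from camera on the difference, and adjusted p = 0.560 with an estimated correlation) and than in EOM (adjusted p = 0.0249, and adjusted p = 0.637 with an estimated correlation), and EOM and DIA did not differ (adjusted p = 0.850). Without the signal minimum Rasd1 did not pass, nor in 5 of the 18 fits without 1 array (adjusted p up to 0.0955, without EOM control 1).

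**Figure D3:**
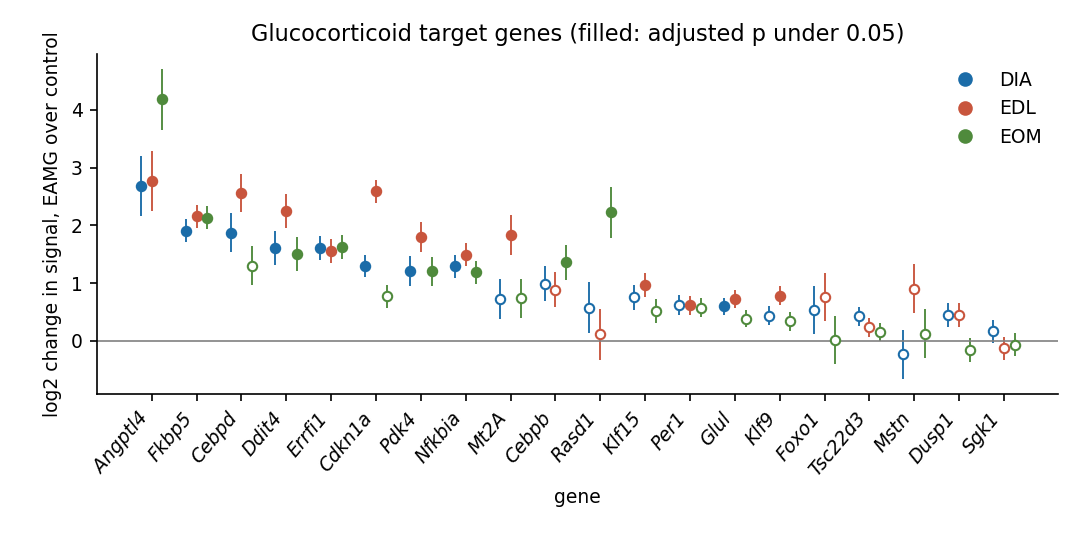
Log2 change in EAMG against control with its standard error from limma (3 arrays per group) for 20 targets of the glucocorticoid receptor in DIA, EDL and EOM. Filled points had an adjusted p under 0.05, which holds for 9 genes in DIA, 13 in EDL and 8 in EOM.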

Increased expression of cortisone-regulated target genes also would indicate a general anti-inflammatory state, which would also be reflected in metabolic alterations.

### Metabolic alterations influenced by EAMG

The other genes in common across MG models and the three muscles under study were primarily involved in metabolism. At the time of euthanasia, rats were demonstrating weight loss, however, in comparison an RNA profile of rat gastrocnemius after fasting, the gene alterations observed with EAMG are distinct (de Lange et al., 2004). The pyruvate dehydrogenase kinase gene is a key regulatory enzyme in skeletal muscle involved in switching the primary energy source from glucose to fatty acids in response to physiological conditions. Transcription of the *PDK4* gene is activated by fasting in a tissue-specific manner (Wende et al., 2005; Yumuk, 2006) and after both short-term high-intensity and prolonged low-intensity exercise. *Angptl4* (an inhibitor of lipoprotein lipase) expression was increased, and its protein product is directly involved in reduction of glucose utilization, enhanced lipid metabolism, and increased insulin sensitivity during fasting (Dutton and Trayhurn, 2008; Staiger et al., 2009). 

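The signal of Angptl4 rose in EOM from 37.6 ± 14.6 (SD, n = 3) to 659 ± 168, a log2 change of 4.18 (SE 0.52, adjusted p = 7.80e-04 from limma). In DIA it rose from 139 ± 52.4 to 962 ± 496 and in EDL from 55.1 ± 25.0 to 381 ± 190, with log2 changes of 2.69 and 2.77 (adjusted p = 0.0158 and 0.00824). The change in EOM exceeded that in DIA by 1.49 (SE 0.74) and that in EDL by 1.41, and neither difference passed (adjusted p = 0.803 and 0.556). The DIA call was lost without the signal minimum, with DIA fitted alone, without the 2 arrays of low poly-A signal, and without DIA control 1 (adjusted p = 0.0802), DIA EAMG 2 (0.0864) or DIA EAMG 3 (0.0640). Fitting EDL alone ended the call in EDL. The paper sets 400 as 5 times background, and the control signals of EOM and EDL lay below that background, so the sizes of these changes depend on low values. With 100 added to each signal the changes were 2.45 in EOM, 2.04 in DIA and 1.56 in EDL.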

Metallothioneins are low molecular weight, cysteine–rich zinc binding proteins and serve to protect cells after oxidative stress injury (Reinecke et al., 2006). *Mt1a* is a metallothionein, which is induced in skeletal muscle of animals in catabolic states and physiological stress situations (Lecker et al., 2004), which also result in elevated levels of glucocorticoids and reactive oxygen species. Another metallothionein, *Mt1e*, was elevated among all muscles in the present study, but not the PTMG investigation. 

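The arrays carry the metallothionein Mt2A, which rose in EDL from a signal of 709 ± 235 (SD, n = 3) to 2576 ± 1018, a log2 change of 1.84 (SE 0.34, adjusted p = 0.00818 from limma). In DIA the signals were 950 ± 148 in control and 1625 ± 532 in EAMG arrays and in EOM 958 ± 149 and 1658 ± 595, with log2 changes of 0.72 and 0.74 (adjusted p = 0.257 and 0.380). The change in EDL exceeded that in DIA by 1.12 (SE 0.49), and the difference did not pass (adjusted p = 0.904). No probe set carried the symbol Mt1e. With EDL fitted alone, Mt2A did not pass in EDL.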

The increase in flavin-containing mono-oxygenase 2 (*Fmo2*) also would serve as a response to an increase in reactive oxygen species in the switch to fatty acid oxidation (Krueger and Williams, 2005). These observations suggest that EAMG directly or indirectly may increase intracellular reactive oxygen species with muscle responding with a potential adaptive response to systemic metabolic alterations. 

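Fmo2, a monooxygenase of the endoplasmic reticulum, rose in DIA from a signal of 383 ± 124 (SD, n = 3) to 1346 ± 292, in EDL from 266 ± 36.7 to 701 ± 95.9 and in EOM from 311 ± 100 to 1276 ± 265. These are log2 changes of 1.84, 1.40 and 2.07 (SE 0.27, adjusted p = 0.00277, 0.00900 and 8.48e-04 from limma). Of 24 measured genes of defence against reactive oxygen species, 3 rose in DIA, 6 rose and 1 fell in EDL, and none passed in EOM (3, 7 with 2 lower, and 2 when adjusted over the list alone), where 5 were higher and 2 lower at an unadjusted p under 0.05. Gpx3, a secreted glutathione peroxidase, rose by 0.78 in DIA and 1.04 in EDL (SE 0.17, adjusted p = 0.0252 and 0.00380). Ucp3, an uncoupling protein of muscle mitochondria, rose in DIA by 1.80 (SE 0.38, adjusted p = 0.0252). Of the glutathione transferases, Gstm1 rose in DIA by 0.55 and Gstm2 in EDL by 1.14 (adjusted p = 0.0468 and 0.00785). Sod3, the extracellular superoxide dismutase, fell in EDL by 0.75 (SE 0.15, adjusted p = 0.0129). The list shifted up in EDL (adjusted p = 0.0118 from camera, adjusted p = 0.409 with an estimated correlation, and 0.331 without 4 genes of the paper's own tables) and had an adjusted p of 0.851 in DIA and 0.851 in EOM. Fitting each muscle alone ended the DIA and EDL calls of these genes, and leaving out the signal minimum those of Ucp3, Gstm1, Sod3 and, in DIA, Gpx3. The DIA calls were lost in 4 (Ucp3), 5 (Gpx3) and 13 (Gstm1) of 18 fits without 1 array (adjusted p up to 0.0993 without DIA control 1, and 0.135 and 0.188 without DIA EAMG 2) and that of Sod3 in 3 (up to 0.0630, without EDL EAMG 2).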

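Ddit4, which restrains the growth kinase mTOR, rose in EDL from a signal of 1394 ± 388 (SD, n = 3) to 6743 ± 2673, in DIA from 1019 ± 304 to 3069 ± 669 and in EOM from 1373 ± 247 to 3880 ± 602. The log2 changes were 2.25, 1.62 and 1.50 (SE 0.29, adjusted p = 0.00146, 0.0124 and 0.0167 from limma). Gadd45a, a growth arrest gene induced by DNA damage and denervation, rose from 1109 ± 200 to 2491 ± 247 in DIA, from 616 ± 111 to 1496 ± 435 in EDL and from 3573 ± 170 to 8564 ± 1245 in EOM, with log2 changes of 1.18, 1.26 and 1.25 (SE 0.19, adjusted p = 0.00732, 0.00302 and 0.00414). The changes in the 3 muscles did not differ by limma's test for either gene (adjusted p of at least 0.584). Without the signal minimum Ddit4 did not pass in DIA or EOM, nor Gadd45a in DIA, both were lost in DIA and EDL with the muscle fitted alone, and both were lost in DIA without the 2 arrays of low poly-A signal. Leaving out single arrays ended the DIA call of Ddit4 without DIA control 1 (adjusted p = 0.0681) or DIA EAMG 2 (0.0708) and its EOM call in 4 of 18 fits (up to 0.0897, without EOM control 1).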

The uniform response to stress is further confirmed by increased expression of *Ddit4* and *Gadd45a*. *Ddit4* is a DNA-damage-inducible transcript, inhibits mTOR (downstream kinase of IGF pathway) functional control of cell growth in response to energy stress (Sofer et al., 2005; Wang, 2006). *Gadd45a* is activated by physiological stress and DNA damage serving to modulate cell cycle arrest and apoptosis (Prosperi, 1997). Increased *Cebpd* expression occurs with denervation and food deprivation (Allen et al., 2010; Zhang et al., 2013). In skeletal muscle *Cebpd* expression would moderate myostatin expression and potentially produce muscle atrophy (Yang et al., 2005).

### Muscle contractility gene influences

The increase of *Fkbp5* (FK506 binding protein) may serve to moderate calcium activation through the ryanodine receptor (Krueger and Williams, 2005). 

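The signal of Fkbp5 (1388901_at), a co-chaperone of the glucocorticoid receptor, rose in DIA from 405 ± 55.1 (SD, n = 3) to 1552 ± 463, in EDL from 399 ± 33.0 to 1779 ± 130 and in EOM from 251 ± 24.4 to 1124 ± 274. These rises are log2 changes of 1.91, 2.16 and 2.14 (SE 0.20, adjusted p = 3.87e-04, 7.55e-05 and 1.71e-04 from limma). A second probe set (1380611_at) rose by 2.66, 3.07 and 2.57 (SE 0.49, adjusted p = 0.0136, 0.00380 and 0.0152). The changes of 1388901_at did not differ between muscles (adjusted p of at least 0.973 for each pair). It passed in each muscle under every alternative and in every fit without 1 array, while the second was lost in DIA and EDL with the muscle fitted alone, without the signal minimum in DIA and EOM, in DIA without the 2 arrays of low poly-A signal, DIA control 1 (adjusted p = 0.0714) or DIA EAMG 2 (0.0708), and in EOM in 5 fits without 1 array (up to 0.0695, without EOM EAMG 2).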

In PTMG, muscle contractility is compromised to a greater extent than expected from the neuromuscular transmission defect alone. An increase in *Fkbp5* would reduce influx of calcium and negatively impact muscle contractility. Muscle force generation is also reduced in isolated muscle preparations treated with sera from patients with MG (Imai et al., 2011, 2012). In EDL, *Zfn28* was found to be increased. *Zfn28* is a RING zinc finger protein family member, which localizes to the Z-line and M-line lattices of myofibrils. *In vitro* binding studies indicate that *Zfn28* binds to titin near the region responsible for kinase activity. Since these family members can form heterodimers, this suggests that these proteins may serve as a link between titin kinase and microtubule-dependent signal pathways in muscle (Ng et al., 2003). Alterations in the signaling complex could also moderate contractility through alterations in elasticity.

*Neu2* was the only gene reduced in expression among all three muscles and common to the RNA profile of PTMG. 

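Neu2 fell in DIA from a signal of 2274 ± 272 (SD, n = 3) to 848 ± 188, in EDL from 1587 ± 358 to 422 ± 180 and in EOM from 1115 ± 143 to 478 ± 61.8. The falls are log2 changes of -1.44, -2.00 and -1.22 (SE 0.29, adjusted p = 0.0193, 0.00194 and 0.0481 from limma), and none of the differences between muscles passed (adjusted p of at least 0.558). By the rule of 7 ratios in 9, the other probe set lower in all 3 muscles was that of a hemoglobin beta chain (1371245_a_at), 4.90-fold in DIA, 3.22-fold in EDL and 4.79-fold in EOM. Neu2 did not pass in DIA or EOM without the signal minimum, without the 2 arrays of low poly-A signal or with that signal as a term of the fit, and fitting the muscle alone ended its calls in DIA and EDL. Without single arrays it was lost in EOM in 14 of 18 fits (adjusted p up to 0.184, without EOM control 1) and in DIA without DIA control 1 (0.0795), DIA control 3 (0.0675) or DIA EAMG 2 (0.106).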

*Neu2* encodes a glycohydrolytic enzyme that is primarily expressed in mature muscle (Miyagi and Yamaguchi, 2012). The function of *Neu2* has not been well characterized but is considered to enhance muscle regeneration and development, and its reduced expression in EAMG may compromise muscle repair.

### RNA profile across muscles

Numerous clinical observations demonstrate a differential effect of neuromuscular disorders on specific muscle groups. Our previous RNA expression analysis of PTMG showed that EOM had the greatest DLI, which we had considered consistent with the greater susceptibility of EOM to disease observed in human MG. In the PTMG, transcript alterations were largely related to immune activity. In EAMG, EDL had the greatest transcriptional response to EAMG but this was related to preponderance of metabolic alterations. EOM given their specialized function in moving the globe and small size would not contribute to whole body metabolic control in contrast to EDL and other large muscles, which are critical to regulation of glucose, fatty acid, and amino acid synthesis and utilization.

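Chrna1, the α-subunit of the AChR, rose in EOM from a signal of 2564 ± 48.6 (SD, n = 3) to 5990 ± 753, a log2 change of 1.22 (SE 0.20, adjusted p = 0.00533 from limma). In DIA it was 609 ± 79.4 and 963 ± 70.4 and in EDL 567 ± 140 and 800 ± 229 for control and EAMG, with log2 changes of 0.67 and 0.49 (adjusted p = 0.0785 and 0.148). The change in EOM exceeded that in DIA by 0.55 (SE 0.28) and that in EDL by 0.73, and neither difference passed (adjusted p = 0.824 and 0.388). Of 17 measured genes of the endplate and of denervation, 1 rose in DIA, 3 in EDL and 3 in EOM, and none fell (5, 3 with 1 lower, and 7 when adjusted over the list alone). Runx1, a transcription factor of denervated muscle, rose in EOM from 521 ± 98.2 to 2334 ± 680, a log2 change of 2.14 (SE 0.31, adjusted p = 0.00279). In DIA its EAMG signals (1059, 677 and 1403) also lay above its control signals (435, 457 and 504), without passing limma. In EDL the groups overlapped. The order of Runx1 on the 3 EOM EAMG arrays (2432, 1610 and 2959) is that of the surface epithelium markers, 0 of 13 of which passed limma. A part from tissue other than muscle is thus not ruled out in EOM. Ncam1, an adhesion molecule of denervated fibres, rose in EDL by 1.13 (SE 0.14, adjusted p = 0.00146) and Chrnd, the AChR δ-subunit, by 0.77 (adjusted p = 0.0477). The list shifted up in DIA, EDL and EOM (adjusted p = 0.0329, 0.0409 and 7.68e-06 from camera), and EOM kept its call with an estimated correlation (adjusted p = 0.0303, against adjusted p = 0.179 in DIA and in EDL). The DIA call was lost without DIA control 2 (0.109) or DIA EAMG 1 (0.105). The EDL call was lost with replicate blocks (0.0787), with EDL fitted alone (0.0795), with the signal minimum on 3 arrays (0.0598) and in 5 of 18 fits without 1 array (up to 0.0850, without EDL control 1). Of the 17 genes, 5 are in the paper's own tables, chosen on these arrays, and are not independent evidence. Over the other 12 the adjusted p was 0.552, 0.717 and 0.142. Fitting EDL alone ended the calls of Ncam1 and Chrnd, and that of Chrnd was lost in 14 of 18 fits without 1 array (adjusted p up to 0.179, without EDL EAMG 2).

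**Figure D4:**
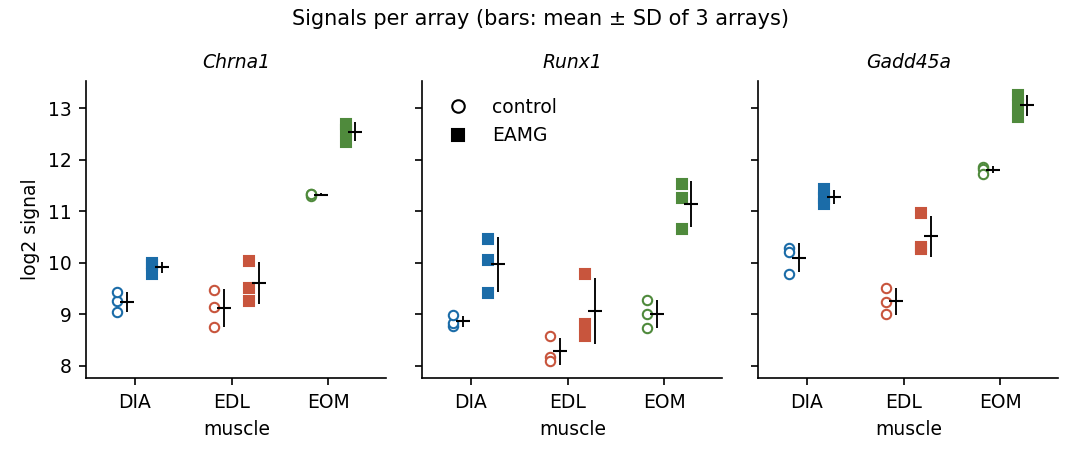
Signal on a log2 scale on each of the 18 arrays for Chrna1, Runx1 and Gadd45a, with open circles for control and filled squares for EAMG arrays and bars for the mean and SD of each group of 3. In DIA and EOM each EAMG array lies above each control array for all 3 genes.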

Regarding specific gene expression alterations of note, the AChR subunit α-subunit was increased consistent with previous EAMG investigations. The expression difference was likely detectable in EOM because of its high innervation ratio and the increased expression reserved to subsynaptic nuclei (Hippenmeyer et al., 2007). 

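Osteopontin (Spp1, 1367581_a_at) had a signal of 580 ± 83.9 (SD, n = 3) in EOM EAMG and 190 ± 41.3 in EOM control arrays, a log2 change of 1.63 (SE 0.62, adjusted p = 0.255 from limma). In EDL it was 46.8 ± 56.3 in control and 138 ± 44.4 in EAMG arrays, with 1 EAMG array inside the control range, and the change of 2.27 passed (adjusted p = 0.0432). Both means lie below the signal minimum of 400, so the size of this change is uncertain. In DIA it was 67.8 ± 32.3 and 229 ± 16.1, a change of 1.90 (adjusted p = 0.111). The changes in EOM and EDL differed by -0.64 (SE 0.88), which did not pass (adjusted p = 0.863). Spp1 passed in EOM and DIA with 100 added to each signal and in EOM with EOM fitted alone. Its EDL call was lost without the signal minimum, with EDL fitted alone, without the 2 arrays of low poly-A signal, and in 13 of 18 fits without 1 array (adjusted p up to 0.157, without EDL control 1).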

*Spp1* (osteopontin) was upregulated in EOM. OPN is a glycosylated phosphoprotein originally identified in bone matrix, but now found to be produced in many cell types. OPN is considered a pro-inflammatory cytokine, and increased levels have been associated with inflammatory muscle disease (Urganus et al., 2009; Niewold et al., 2010; Kim et al., 2012) and muscular dystrophy (Kyriakides et al., 2011). Its elevated expression is in distinction from the upregulation of an anti-inflammatory state of RNA profile, which would support the contention that EOM has a unique immune environment, which in certain conditions enhances susceptibility to autoimmune and inflammatory disorders (Soltys et al., 2008).

Metallothionein family members are highly induced by catabolic states where found to be elevated across all muscle groups (Sacheck et al., 2007). 

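A probe set annotated to Mt1, Mt1f and Ttr together was 3.27-fold higher in DIA, 7.83-fold in EDL and 2.87-fold in EOM and met the rule of 7 ratios in 9 in each muscle. Metallothioneins bind zinc and copper. Since the probe set is annotated to 3 genes, its signal cannot be given to one of them.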

Foxo1a, a transcription factor, was increased in EDL and diaphragm by EAMG and is also increased in states of catabolism (Sacheck et al., 2007). 

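Foxo1, a transcription factor that insulin keeps out of the nucleus, had a signal of 477 ± 255 (SD, n = 3) in DIA EAMG and 306 ± 89.4 in control arrays, 1114 ± 259 and 716 ± 369 in EDL, and 328 ± 71.7 and 328 ± 101 in EOM. Its changes in log2 were 0.54, 0.76 and 0.02 (SE 0.41, adjusted p = 0.491, 0.281 and 0.991 from limma), so none passed. Foxo3, a related factor that also drives atrophy genes, rose in EOM by 0.85 (SE 0.20, adjusted p = 0.0436). That call was lost without the signal minimum, with replicate blocks, without the 2 arrays of low poly-A signal and in 12 of 18 fits without 1 array (adjusted p up to 0.172, without EOM control 2).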

Cathepsin L was elevated in EDL with EAMG which is also the case for muscle atrophy.

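Ctsl, the lysosomal protease cathepsin L, rose in EDL from a signal of 4251 ± 419 (SD, n = 3) to 13226 ± 3295, a log2 change of 1.61 (SE 0.20, adjusted p = 0.00146 from limma), and in DIA from 5198 ± 473 to 9664 ± 1925, a change of 0.88 (adjusted p = 0.0332). In EOM it was 7045 ± 541 and 9337 ± 2234, a change of 0.38 (adjusted p = 0.447). The change in EDL exceeded that in EOM by 1.22 and that in DIA by 0.73 (SE 0.29), and neither difference passed (adjusted p = 0.122 and 0.876). Of 16 measured cathepsins, calpains and their inhibitor, Ctsl passed in DIA and EDL and Ctse in EOM, and none fell (3, 4 with 1 lower, and 1 when adjusted over the list alone). The list shifted up in EOM (adjusted p = 0.0200 from camera, adjusted p = 0.391 with an estimated correlation, and 0.242 without 2 genes of the paper's own tables) and had an adjusted p of 0.226 in DIA and 0.506 in EDL. The EOM call was also lost with the poly-A signal as a term (0.0564) and in 2 of 18 fits without 1 array (up to 0.162, without EOM EAMG 3). On that array the surface epithelium markers lay highest, and Ctse followed their order on the EOM EAMG arrays. A part from tissue other than muscle is thus not ruled out. Fitting the muscle alone ended the calls of Ctsl. In DIA it was also lost without the signal minimum, without the 2 arrays of low poly-A signal, with that signal as a term, and in 5 of 18 fits without 1 array (adjusted p up to 0.181, without DIA EAMG 2).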

### Clinical relevance

As with any animal study there are limits in application of results to human disease. The rat and human immune systems possess unique characteristics, and the exogenous administration of autoantigen with adjuvant does not mimic the spontaneous development of the breakdown in tolerance of the human disease (Losen et al., 2015). However, the ultimate common pathway of antibody attack with complement activation is shared between EAMG and human MG. The subsequent influence of generalized weakness on the animal and human also are likely to have commonalities.

The EAMG rats developed moderate weight loss, which is likely driving the gene expression changes related to metabolism. 

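Of 32 measured genes of fatty acid uptake and oxidation, 5 rose in DIA, 5 in EDL and 2 in EOM, and none fell (5, 7 and 9 higher when adjusted over the list alone). Pdk4, the kinase that shuts off pyruvate dehydrogenase, rose in EDL from a signal of 5152 ± 1484 (SD, n = 3) to 17966 ± 5232, in DIA from 8568 ± 2238 to 19527 ± 2838 and in EOM from 5563 ± 764 to 12852 ± 1979, with log2 changes of 1.80, 1.21 and 1.21 (SE 0.26, adjusted p = 0.00175, 0.0234 and 0.0273 from limma). Mlycd, which breaks down the malonyl-CoA that blocks fatty acid oxidation, rose by 1.20 in DIA and 1.29 in EDL (SE 0.24, adjusted p = 0.0193 and 0.00812), and Decr1, an enzyme for unsaturated fatty acids, by 0.48 in EDL (adjusted p = 0.0404). The list shifted up (adjusted p = 0.0333 in DIA, 0.00203 in EDL and 4.25e-04 in EOM from camera, and adjusted p = 0.799, 0.578 and 0.473 with an estimated correlation). Without 4 genes of the paper's own tables, which are not independent evidence, the adjusted p was 0.529, 0.114 and 0.0609. Of 23 measured genes of glycolysis and glycogen, 1 rose and 1 fell in DIA, 1 fell in EDL and none passed in EOM, where 1 was higher and 1 lower at an unadjusted p under 0.05 (1 higher and 1 lower in DIA and none elsewhere when adjusted over the list alone). Pfkfb3, which makes the activator of phosphofructokinase, rose in DIA by 2.04 (SE 0.42, adjusted p = 0.0212), Ldha, the lactate dehydrogenase of fast muscle, fell in DIA by 0.58, and Gpi, an enzyme of glycolysis, fell in EDL by 0.50. That list shifted down in DIA (adjusted p = 0.0431 from camera, and adjusted p = 0.757 with an estimated correlation) and had an adjusted p of 0.132 in EDL and in EOM. Fitting the muscle alone ended every gene call above in DIA and EDL, and leaving out the signal minimum ended those in DIA and EOM and those of Gpi and Decr1. Leaving out single arrays ended the Pdk4 calls in 4 of 18 fits in DIA (adjusted p up to 0.0884, without DIA control 1) and 5 in EOM (up to 0.131, without EOM control 2), that of Mlycd in DIA in 4 (up to 0.101, without DIA EAMG 2), and those of Ldha in 5 (up to 0.156, without DIA EAMG 2), Pfkfb3 in 3 (up to 0.0992, without DIA control 1), Gpi in 15 (up to 0.178, without EDL EAMG 2) and Decr1 in 11 (up to 0.159, without EDL EAMG 3).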

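Of 38 measured subunits of the respiratory chain, 4 fell in EDL, Ndufs1, Ndufb5, Ndufs4 and Sdhd, by 0.48, 0.47, 0.44 and 0.36. None passed limma in DIA or EOM, where 14 and 5 were lower at an unadjusted p under 0.05 (7 lower in EDL and none elsewhere when adjusted over the list alone). Cox7a1, a subunit of cytochrome oxidase, had a change of -0.94 in DIA and Cox5a one of -0.73 in EOM. Nearly all members lay below 0 (38, 37 and 37 in DIA, EDL and EOM), with medians of -0.24, -0.24 and -0.20, and the list shifted down in each muscle (adjusted p = 6.64e-10, 1.90e-07 and 5.13e-07 from camera, and adjusted p = 0.391, 0.409 and 0.429 with an estimated correlation). Some other regroupings of the arrays within muscles also called this list one way in all 3 muscles, so chance is not excluded. Of 14 genes of the citric acid cycle, Idh3a, a subunit of isocitrate dehydrogenase, fell in EDL by 0.45 (SE 0.11, adjusted p = 0.0255), and that list shifted down in DIA and EDL (adjusted p = 0.00120 and 8.95e-04, 0.0527 in EOM, and adjusted p = 0.409, 0.409 and 0.752 with an estimated correlation). The 4 respiratory chain genes and Idh3a did not pass with EDL fitted alone or without the signal minimum, nor in 5 (Ndufs1, Idh3a), 4 (Ndufb5), 16 (Ndufs4) and 11 (Sdhd) of 18 fits without 1 array (adjusted p up to 0.111, 0.103, 0.12, 0.143 and 0.151 without EDL EAMG 3, EDL EAMG 2, EDL EAMG 3, EDL control 1 and EDL EAMG 2).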

The three muscles shared similar responses in shifting to from glycolytic to oxidative metabolism. In keeping with this alteration pathway the same response in terms of stress and free radical metabolism pathways, and a number of nuclear receptors target genes involved in lipid and glucose metabolism were altered by EAMG. Cortisone or dexamethasone target genes were induced and insulin-moderated pathways were inhibited. This was true for EOM, which relies on glucose and lactate for generation of energy (Porter et al., 2001; Andrade and McMullen, 2006). These observations demonstrate that RNA profiles related to metabolism undergo significant alterations by EAMG.

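Of 18 measured genes of insulin and insulin-like growth factor signalling, 2 rose in DIA, 2 rose and 2 fell in EDL, and 1 rose and 2 fell in EOM (4 higher and 3 lower, 3 and 3, and 1 and 2 when adjusted over the list alone). Igfbp3 (1386881_at), which binds insulin-like growth factors, rose in EOM by log2 1.94 (SE 0.27, adjusted p = 0.00159 from limma) and in DIA by 1.21 (adjusted p = 0.0290). Eif4ebp1, a repressor of translation that insulin inactivates, rose by 1.05 in DIA and 1.18 in EDL (SE 0.26, adjusted p = 0.0421 and 0.0169). Insr, the insulin receptor, rose in EDL by 0.91 (SE 0.18, adjusted p = 0.0118). Ppargc1b, a coactivator of mitochondrial genes, fell by 1.28 in EDL and 1.01 in EOM (SE 0.20, adjusted p = 0.00302 and 0.0167), Grb14, an inhibitor of the insulin receptor, fell in EOM by 0.97 (SE 0.13, adjusted p = 0.00136), and Igfbp5 (1370960_at), another binding protein, fell in EDL by 1.11 (adjusted p = 0.0121). The list, which holds activators and inhibitors together, did not shift as a whole (adjusted p = 0.619, 0.626 and 0.825 from camera). Fitting the muscle alone or leaving out the signal minimum ended the calls of Igfbp3 and Eif4ebp1 in DIA and of Eif4ebp1, Insr and Igfbp5 in EDL, and leaving out single arrays ended those of Igfbp3 in DIA in 5 of 18 fits (adjusted p up to 0.164, without DIA EAMG 2), Eif4ebp1 in 13 in DIA and 4 in EDL (up to 0.209 without DIA EAMG 2 and 0.0783 without EDL control 1), Ppargc1b in EOM in 4 (up to 0.0930, without EOM control 3), Insr without EDL control 1 (0.0543) and Igfbp5 in 2 (up to 0.0538, without EDL EAMG 3). From the changes in fuel use, stress genes and hormone targets in the 3 muscles, the paper concludes that RNA profiles of metabolism are altered by EAMG, and it proposes that the weight loss of the rats drives them.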

In muscle, there are four pathways for protein degradation: lysosomal proteases including the cathepsins; calcium-dependent proteases; cytosolic ATP-dependent (proteasome); and cytosolic ATP-independent proteolytic pathways. In EDL and DIA FBXO32(atrogin-1) and Trim63(MuRF-1) were upregulated, these two genes are E3 ubiquitin-ligase, which are involved in ubiquitin-proteasome proteolysis pathway and are markers of muscle atrophy (Clavel et al., 2006; Edström et al., 2006). 

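Trim63 rose in EDL from a signal of 4271 ± 406 (SD, n = 3) to 11404 ± 5075, a log2 change of 1.31 (SE 0.36, adjusted p = 0.0420 from limma). In DIA it was 3410 ± 634 and 9088 ± 2481 and in EOM 2032 ± 287 and 3148 ± 1576, with changes of 1.39 and 0.52 (adjusted p = 0.0516 and 0.581). Fbxo32 had signals of 253 ± 70.3 in control and 601 ± 235 in EAMG arrays in DIA, 252 ± 63.0 and 746 ± 451 in EDL and 253 ± 67.9 and 288 ± 129 in EOM, with log2 changes of 1.21, 1.36 and 0.13 (SE 0.46, adjusted p = 0.157, 0.0868 and 0.940). Of 23 measured genes of atrophy and autophagy, 3 rose in DIA, 8 in EDL and 1 in EOM, and none fell (10, 12 and 1 higher when adjusted over the list alone). Gabarapl1, a protein of the autophagosome, rose in EDL by 1.07 (SE 0.19, adjusted p = 0.00566) and Cblb, a ubiquitin ligase of muscle wasting, in DIA by 0.65 (SE 0.15, adjusted p = 0.0366). The list shifted up in DIA and EDL (adjusted p = 1.09e-05 and 9.44e-07 from camera, and adjusted p = 0.254 and 0.181 with an estimated correlation) and not in EOM (adjusted p = 0.157). Without 6 genes of the paper's own tables, which are not independent evidence, the adjusted p was 0.00527, 0.00277 and 0.509. The shift in EOM was smaller than in DIA (adjusted p = 0.00174 from camera on the difference, and adjusted p = 0.511 with an estimated correlation) and than in EDL (adjusted p = 1.71e-04, and adjusted p = 0.431 with an estimated correlation). Trim63 passed in DIA under 5 of the alternatives (replicate blocks, a variance trend, quantile normalization, 100 added to each signal, or the minimum on 3 arrays), and in EDL it was lost without the signal minimum, with EDL fitted alone, after quantile normalization, without the 2 arrays of low poly-A signal and in 10 of 18 fits without 1 array (adjusted p up to 0.173, without EDL EAMG 3). The call of Cblb was lost in 6 of those fits (up to 0.182, without DIA EAMG 2).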

Their common transcription factor, Foxo1a was also increased in expression (Léger et al., 2006; Nakashima et al., 2006). 

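Of 36 measured subunits and activators of the proteasome, 1 rose in DIA, 4 rose in EDL and none passed limma in EOM, where 1 was lower at an unadjusted p under 0.05 (15, 11 and 0 higher when adjusted over the list alone). In EDL these were Psme4, an activator of the proteasome, with a log2 change of 0.93 (SE 0.20, adjusted p = 0.0169 from limma), and the regulatory subunits Psmd8, Psmd4 and Psmd2 with 0.85, 0.71 and 0.56 (adjusted p = 0.0239, 0.0269 and 0.0310). Psmd2 was the one to pass in DIA, with 0.61 (SE 0.14, adjusted p = 0.0332). The median change was 0.29 in DIA, 0.30 in EDL and -0.02 in EOM. The list shifted up in DIA and EDL (adjusted p = 5.13e-07 and 1.41e-07 from camera, and adjusted p = 0.409 in both with an estimated correlation) and had an adjusted p of 0.723 in EOM. The shift in EOM was smaller than in DIA (adjusted p = 9.54e-09 from camera on the difference, and adjusted p = 0.431 with an estimated correlation) and than in EDL (adjusted p = 1.42e-08, and adjusted p = 0.436 with an estimated correlation), while EDL and DIA did not differ (adjusted p = 0.659). Without 2 genes of the paper's own tables the adjusted p was 2.12e-06 in DIA and 1.82e-06 in EDL. With the muscle fitted alone or without the signal minimum, none of the 4 genes passed in either muscle. Fits without single arrays ended the Psmd2 call in 6 of 18 fits in DIA (adjusted p up to 0.181, without DIA EAMG 2) and 5 in EDL (up to 0.136, without EDL EAMG 3), and those of Psme4, Psmd8 and Psmd4 in 4, 4 and 3 (up to 0.0760 and 0.108 without EDL control 1 and 0.113 without EDL EAMG 3).

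**Figure D5:**
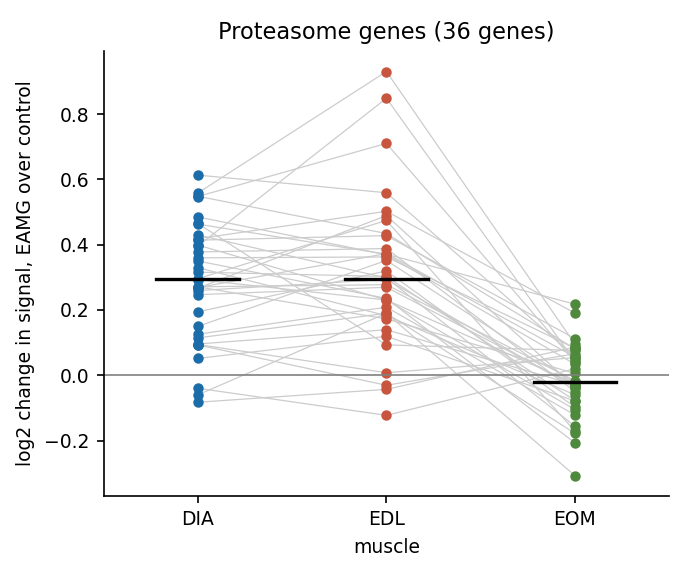
Log2 change in EAMG against control (3 arrays per group) for 36 genes of the proteasome, each gene joined across DIA, EDL and EOM, with a black bar at the median of each muscle. The medians lie at 0.29 in DIA, 0.30 in EDL and -0.02 in EOM.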

Proteasome pathway related genes were more prominently expressed in EDL compared with DIA and EOM. EDL can be considered a “standard” skeletal muscle, which participates in regulation of whole body metabolism. These data suggest the EAMG leads to accelerated proteolysis, which is also likely to occur among patients with significant weakness. Since the active model of EAMG more closely mimics MG in humans, it is likely that metabolic alterations should be a focus of investigation in clinical studies.

## Conclusion

Our study demonstrates the complex alterations occurring on a transcriptional level in response to the direct effects of acetylcholine receptor antibody attack on the neuromuscular junction as well as secondary influences on nerve-muscle communication and development of weight loss. In our investigation we cannot uncouple these effects. We show that alterations in metabolism related genes occurs, an anti-inflammatory response develops, and muscle repair programs develop. Despite an expectation that EOM would have a greater DLI, this was not the case indicating that the reasons for the greater susceptibility of EOM to MG are not reflected in the transcriptional profile.

## Author contributions

The experimental work was performed in the laboratory of HK. The study was designed and supervised by HK. LK, GC, and BG performed animal experiments. BG and GC performed bioinformatics analysis. KH and JA assisted in data analysis. All authors participated in writing the initial drafts of the manuscript. All authors read and approved the final manuscript.

## Funding

Supported by National Institutes of Health R24EY014837 (HK).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Differential RNA Expression Profile of Skeletal Muscle Induced by Experimental Autoimmune Myasthenia Gravis in Rats
**Source:** Front Physiol. 2016 Nov 10;7:524. doi: 10.3389/fphys.2016.00524
**Supplement:** Supplementary file 1

Supplemental Table 1. Primers for Real-time PCR

| Gapdh | 5-TGGTGGACCTCATGGCCTAC-3  5-CAGCAACTGAGGGCCTCTCT-3 |
| --- | --- |
| Ankrd1 | 5-TTGGCGATCGTGGAGAAGTTA-3  5-GCGTTTCCTCCACGACATG-3 |
| Mt1a | 5-CAAAGGTGCCTCGGACAAGT-3  5-GTACGGCAAGACTCTGAGTTGGT-3 |
| Cebpd | 5-CATCGACTTCAGCGCCTACA-3  5-CCGCTTTGTGATTGCTGTTG-3 |
| PDE4b | 5-CATAATCGGCCCCTCACATG-3  5-GTGATACGCCACATCAGAATGG-3 |
| Ctsl | 5-GGAAAATGGAGGTCTGGACTCA-3  5-CGTCGCTACAGGCTTCATGA-3 |
| Chrna1 | 5-GTCACCCACTTTCCCTTCGA-3  5-GGCTGGTCACTTTCCGGATT-3 |
| Ctse | 5-CACACGCACCACCTCTACCAT-3  5-GGTTGTGACGTGAGGCATAGC-3 |
| Csrp3 | 5-GGCTGCCTCAGCACAGACA-3  5-ATACCGACTTTCCGCATCGT-3 |
| Neu2 | 5-CAGCAGGACGGATGAGCAT-3  5-GGGTCACCACTTCCTCAGGTT-3 |
| NFkb | 5-CGCATCCGATTTTTGATAACC-3  5-TGCACTTTGTCACACAGCAAGA-3 |
| Pax6 | 5-CACCGCCCTCACCAACAC-3  5-ATAACTCCGCCCATTCACTGA-3 |
| Plunc | 5-CAAGTGAATATGCCCGTGGTT-3  5-TGGATCCTCCCCTGATTGTC-3 |
| Rgs2 | 5-GTTCGTCCCTGTCAGGAAAGC-3  5-GGGAAAGGTGTACAGCCAGCTA-3 |
| Trim63 | 5-GGGAAGACAGAACAAGGCTTTG-3  5-ACACGCCCTCTTCTTGATCCT-3 |

# Supplementary material for: Differential RNA Expression Profile of Skeletal Muscle Induced by Experimental Autoimmune Myasthenia Gravis in Rats
**Source:** Front Physiol. 2016 Nov 10;7:524. doi: 10.3389/fphys.2016.00524
**Supplement:** Supplementary file 2

# **Supplemental Table 2**. Summary of Gene Transcript Alterations

# **Transcript Alterations Specific to Diaphragm**

**Transcript Alterations Specific to the Extensor Digitorum Longus**

**Transcript Alterations Shared Between Extensor Digitorum Logus and the Diaphragm**

**Transcript Alterations Specific to Extraocular Muscle**

**Transcript Alterations Shared Between Extraocular Muscle and Diaphragm**

| **Accession No.** | **Gene** | **Mean Fold Difference** |
| --- | --- | --- |
| *Stress* | | |
| NM_031971 | Heat shock 70kD protein 1B (mapped) *Hspa1b* | -1.7 |
| NM_031971 /// NM_212504 | Heat shock 70kD protein 1A /// heat shock 70kD protein 1B (mapped) *Hspa1a* | -2.0 |
| *Signal* | | |
| NM_012588 | Insulin-like growth factor binding protein 3 *Igfbp3* | 2.7 |
| NM_001008217 | LSM14A, SCD6 homolog *LSM14* | -2.2 |
| NM_013197 | Aminolevulinic acid synthase 2 *Alas2* | -2.7 |
| NM_053338 | Ras-related associated with diabetes *Rrad* | -2.3 |
| *Muscle* | | |
| NM_177425 | Cysteine and glycine-rich protein 2 *Csrp2* | 2.1 |
| *Metabolism* | | |
| NM_019363 | Aldehyde oxidase 1 *Aox1* | 2.5 |
| BF283381 | 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 *Pfkfb3* | 2.5 |
| NM_016998 | Carboxypeptidase A1 *Cpa1* | -2.0 |
| NM_001034124 /// XM_003750842 | Microfibrillar-associated protein 4 *Mfap4* | -2.1 |

**Transcript Alterations Shared Between Extraocular Muscle and Extensor Digitorum Longus**

| **Accession No.** | **Gene** | **Mean Fold Difference** |
| --- | --- | --- |
| *Signal* | | |
| AI101194 | Spermatid perinuclear RNA binding protein *Spnr* | -2.0 |
| BE115141 | Phosphoinositide-3-kinase, regulatory subunit 1 *Pik3r1* | 2.1 |
| BM387773 | Wingless-related MMTV integration site 16 *Wnt16* | -2.2 |
| *Muscle* | | |
| NM_019217 | Microtubule-associated protein 1b *Map1b* | 2.0 |
| *Metabolic* | | |
| NM_013167 | Uncoupling protein 3 (mitochondrial, proton carrier) *Ucp3* | 3.1 |
| NM_001270961 /// NM_012532 | Ceruloplasmin *Cp* | 1.9 |
| *Inflammatory* | | |
| NM_181086 | Tumor necrosis factor receptor superfamily, member 12a *Tnfrsf12a* | 2.2 |
| *Unclassified* | | |
| AA942745 | Transcribed locus *EST* | 2.0 |

**Transcript Alterations Shared Among All Muscles**

| **Accession No.** | **Gene** | **Mean Fold Difference** |
| --- | --- | --- |
| *Transcription regulation* | | |
| NM_013220 | Ankyrin repeat domain 1 (cardiac muscle) *Ankrd1* | 4.9 |
| NM_024125 | CCAAT/enhancer binding protein (C/EBP), delta *Cebpd* | 4.6 |
| AI555855 | Nuclear factor I/X (CCAAT-binding transcription factor) *nfix* | -3.2 |
| NM_001105720 | Nuclear factor of kappa light chain gene enhancer in B-cells inhibitor, alpha *Nfkbia* | 2.5 |
| *Stress* | | |
| NM_080906 | DNA-damage-inducible transcript 4 *Ddit4* | 3.6 |
| NM_024127 | Growth arrest and DNA-damage-inducible 45 alpha *Gadd45a* | 2.3 |
| NM_012681 /// NM_138826 /// XM_002730233 /// XM_003754778 | Metallothionein 1a *Mt1a* | 5.4 |
| NM_001014071 | ERBB receptor feedback inhibitor 1 *Errfi1* | 2.9 |
| NM_001137564 | Metallothionein 1e *Mt1e* | 3.8 |
| *Signal* | | |
| NM_133298 | Glycoprotein (transmembrane) nmb *Gpnmb* | 3.5 |
| BF550565 | Golgi- associated PR-1 protein *Glipr2* | -2.3 |
| NM_001108100 | Dual specificity tyrosine-phosphorylation-regulated kinase 2 *Dyrk2* | -2.4 |
| NM_001003401 | Ectodermal-neural cortex 1 *Enc1* | 2.2 |
| *Metabolism* | | |
| NM_001111269 /// NM_001113223 | Hemoglobin beta chain complex *Hbb* | -3.7 |
| NM_017130 | Neuraminidase 2 *Neu2* | -3.0 |
| NM_001007722 /// NM_013096 | Hemoglobin alpha, adult chain 1 /// hemoglobin alpha 2 chain *Hba-a1* | -3.1 |
| NM_001108509 /// XM_003749014 /// XM_003749015 | Patatin-like phospholipase domain containing 2 (predicted) *Pnpla2* | 2.5 |
| NM_053551 | Pyruvate dehydrogenase *pdk4* | 2.7 |
| -- or AA859079 | Flavin containing monooxygenase 2 *fmo2* | 3.6 |
| -- or BI276554 | GalNAc transferase 12 *galnt12* | 2.9 |
| *Immune response* | | |
| NM_001012174 | FK506 binding protein 5 *Fkbp5* | 5.1 |
| *ECM* | | |
| NM_199115 | Angiopoietin-like 4 *Angptl4* | 10.1 |

How the deposited data were processed for this re-analysis (not part of the article)

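RNA from the diaphragm (DIA), extensor digitorum longus (EDL) and extraocular muscles (EOM) of rats with experimental autoimmune myasthenia gravis (EAMG) and of control rats given adjuvant alone was measured on 18 rat expression arrays, 3 for each of 6 groups of muscle and treatment. The array is the unit of replication. Each array held RNA pooled from several rats, which the paper gives as 4 to 5 or as 4 and the sample labels as 3. The replicate numbers of the labels were taken as they stand. The values are signal intensities on a linear scale that the authors made with GCOS 2.0, which summarizes the probe pairs of each probe set and scales every array to one target intensity. On each array the mean intensity was 500 once the top and bottom 2% of probe sets were set aside. The percentage of probe sets called present could not be recomputed from these values and was not analysed here. A probe set ID stands for a set of short probes, and gene symbols were taken from the platform annotation. Of 31042 probe sets other than array controls, 20826 carried 1 symbol, 436 several and 9780 none. Only those with 1 symbol were named, and the named genes number 14217.

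Probe sets that reached a signal of 400 on at least 1 of the 18 arrays were tested, which kept 12238 probe sets and 7812 named genes. The signals were taken to log2. The linear model of limma 3.58.1 under R 4.3.3 was fitted to all 18 arrays with 1 mean per group (lmFit and eBayes), and the contrasts were EAMG minus control in each muscle and the 3 differences of these changes between muscles. P values were adjusted by the method of Benjamini and Hochberg over all probe sets tested, and a probe set passed at an adjusted p under 0.05. Errors given as SE are those of limma. Errors given as SD are between the 3 arrays of a group. The paper chose probe sets by the change calls of GCOS, which these values do not hold. A rule on ratios stood in for it, under which at least 7 of the 9 ratios of an EAMG to a control array had to be 2-fold or more in one direction. The disease load index is the sum of the fold sizes of the probe sets that met it. Arrays were clustered by average linkage on 1 minus Pearson's r and the tree was divided into 6 clusters. Array folds and qPCR folds were compared on the log2 scale with 1e+05 permutations. Ratios of the 3' to the 5' probe set of GAPDH were compared by exact permutation of the 6 arrays of a muscle. Figures were drawn with python 3.11.15 and matplotlib 3.10.9.

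Genes were named by a rule set before the values were seen. In each muscle it takes the 10 largest rises and the 10 largest falls among probe sets with 1 symbol that passed limma and had all 3 EAMG arrays on one side of all 3 control arrays. It adds every gene the paper names, whose values in the paper's tables had been seen, and in each gene list the 2 to 4 members with the largest change among those that passed, or the 2 largest where none did. Each gene is given by the probe set with the highest mean signal unless another is stated by its ID, and other probe sets that passed in the opposite direction would have been named. Transcripts without a symbol and genes named for a difference between muscles were chosen after their values were seen. Of the probe sets of named and listed genes that passed, 65 of 65 in DIA, 106 of 109 in EDL and 49 of 49 in EOM had all 3 EAMG arrays on one side of all 3 control arrays. The exceptions were Spp1, Lum and a dimmer probe set of Pdk4. By chance 10% of genes not chosen on their change would do so. These had passed limma on the same arrays, so the counts are not separate evidence.

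There were 34 gene lists, with 666 entries, written from general knowledge before the tests. They cover glucocorticoid targets, fatty acid oxidation, glycolysis and glycogen, the citric acid cycle, oxidative phosphorylation, the proteasome, atrophy and autophagy, lysosomal and calcium-dependent proteases, insulin signalling, antioxidant defence, NF-κB, interferon, complement, regeneration, denervation and endplate, extracellular matrix, immediate early genes, heat shock, fast and slow fibres, the circadian clock, and markers of macrophages, T cells, B cells, neutrophils, red blood cells, endothelium, Schwann cells, smooth muscle, adipocytes, orbital lipid glands, surface epithelium, melanocytes and exocrine pancreas. Of the entries, 601 matched a probe set with 1 symbol and 479 were tested. The T cell list had no tested member. Lists were tested with camera at a preset correlation of 0.01, and with the correlation between genes estimated from the data, each p adjusted over the 99 tests of 33 lists in 3 muscles. Counts of members that passed were also adjusted over the list alone. Lists that hold genes of the paper's Table 1 or Supplemental Table 2 were tested again without them.

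As alternatives, the signal minimum was dropped or required on 3 arrays, the log2 signals were quantile normalized, 100 was added to each signal, each muscle was fitted alone, replicate numbers were used as blocks within each muscle, the variance was given a trend with signal, a change of 2-fold was required as well, and each array was left out in turn. For the ratio rule, 7 of 9 ratios in one direction with a mean fold of 2 were tried. The methods give the 7 of 9 and state no fold minimum. Also tried were all 9 ratios, 5 of 6 ratios without 1 array, and a sum over the limma calls. The 2 arrays of low poly-A signal were left out or given a term of their own, and arrays of the same number in different muscles were given a shared random effect, in alternatives chosen after seeing the data. The calls were also counted for the 10 splits of the 6 arrays of each muscle and for 100 joint regroupings of all 18 arrays (seed 20160).

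The procedure was tested on simulated data, in which 200 of 12238 genes were changed in 1 muscle. Of 100 genes changed 2-fold, limma called 79 in DIA, 77 in EDL and 78 in EOM. Of 100 changed 4-fold, it called 99, 95 and 97. False calls numbered 8, 9 and 13 in that muscle and 0 in the muscles left unchanged. These counts hold for the simulated data and do not give the share of false calls on the real arrays. The rule of 7 ratios in 9 found 99, 98 and 98 of the 4-fold changes with 15, 17 and 17 false calls. The number of arrays limits the precision, since 3 arrays against 3 give a two-sided exact p of 0.1 at the lowest. Array controls were left out of all tests, genes the paper names without a probe set of their own were left out, and results that rest on other measurements of the paper were not analysed here.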

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

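The tests of explanations in this part were chosen only after the results were seen, while the counts over other groupings of the arrays were set beforehand.

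The change in EAMG differed between EOM and EDL in 13 probe sets, and it differed between EDL and DIA and between EOM and DIA in 2 probe sets each, by limma's test of the difference. These are differences between muscles under one comparison. The 2 probe sets against DIA were both of Pln, a restraint on the calcium pump, which fell in DIA alone, and those of EOM against EDL included Ctse, Rbp7, Akip1 and Cdkn1a. The 100 joint regroupings of the arrays within muscles include the real one. Counting it, 2 gave as many calls for EOM against EDL (the highest other gave 45). For EOM against DIA 4 did, again counting it (the highest other gave 18). If the array numbers do not pair EAMG with control arrays, chance can thus be excluded for both. The regroupings do not hold such pairs together. With replicate numbers as blocks, though, limma called 0 between EOM and DIA (907 at an unadjusted p under 0.05) and 17 between EOM and EDL. Chance thus stays open for EOM against DIA if the numbers pair the arrays. The regroupings also treat each muscle by itself, with same-numbered arrays of different muscles not held together. For EDL against DIA, 12 gave as many, the real one included (the highest other gave 1759), so chance cannot be excluded. The highest counts of each comparison came from regroupings that keep the real groups of 1 or 2 muscles, or their mirror, and so retain the difference between EAMG and control. Among the 68 that keep none, 0 gave as many for EOM against EDL or DIA (the highest gave 0), and 2 did for EDL against DIA. The highest of these gave 23, several times the real count, which points to a structure of the samples that was not traced. In fits without 1 array, limma called 0 differences between EDL and DIA in 14 of 18 (519 to 1115 at an unadjusted p under 0.05), and the part below gives the other counts.

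Contractile genes of slow fibres, a list outside the paper's discussion, were higher in the EDL of EAMG rats (10 genes, all above 0, median log2 0.59, adjusted p = 0.001136 from camera and 0.509 with an estimated correlation). Of the 10, Csrp3 and Myoz2 passed limma, at 1.70 and 0.75, the call of Myoz2 being lost in 11 of 18 fits without 1 array (adjusted p up to 0.141, without EDL control 1). The list owed its call to array EDL EAMG 2, where Myh7, its brightest gene, had a signal of 48748 against at most 42602 in DIA and the slow fibre genes exceeded those of the other 2 EAMG arrays by a median of log2 1.59: without that array the adjusted p was 0.457, and without any other array or under the other alternatives it ran from 1.03e-05 to 0.0206, apart from the estimated correlation. Tables argue against diaphragm tissue or RNA on this array, since 8 of the 10 genes had signals above those of all 6 DIA arrays, and against a shift of the list in all EDL EAMG arrays, since the median of the other 2 EAMG arrays was only 0.0448 above the controls, though Csrp3 and Myoz2, the 2 that passed, were at 1.62 and 0.44 there and such a change stays open for them. Tissue of a slower leg muscle in that pool may explain it, since 18 probe sets at least 4-fold higher in EDL than in DIA controls had a median of log2 -0.53 on this array against the other 2, with 16 below 0, but a change of fibre type in the rats of that pool would do the same and stays open.

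Markers of the lipid glands of the orbit, also outside the paper's discussion, were higher in the EOM of EAMG rats (11 genes, all above 0, median log2 1.34, adjusted p = 1.475e-06 from camera and 0.179 with an estimated correlation). Thrsp, Fabp5 and Ces1d passed limma, at 3.15, 1.55 and 1.44, and 6 of the 11 genes are in the paper's own tables, without which the adjusted p was 0.13, while leaving out single arrays gave 7.12e-08 to 2.18e-05 and no other alternative but the estimated correlation ended the call. A batch of the 2 arrays with low poly-A signal does not account for it, since the adjusted p was 4.77e-06 with that signal as a term, and neither does lipid synthesis raised throughout the body, since the median of the same genes was -0.38 in DIA. Gland tissue dissected with EOM is a candidate explanation that the arrays cannot tell apart from a response of the glands or of EOM itself: 7 of the 11 genes had all 3 EAMG arrays above all 3 controls, against 5% by chance, so that the share of gland would differ with the group. The brightest, Thrsp, Fabp5 and Ces1d, reached 3963, 3693 and 3334 in EOM EAMG against at most 536, 1097 and 1016 in EOM control arrays, and of the list all but Mogat1 and Aadac also reached 400 in a DIA or EDL array.

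Genes of oxidative phosphorylation were lower in EAMG in DIA, EDL and EOM (adjusted p = 6.641e-10, 1.901e-07 and 5.13e-07 from camera, and 0.391, 0.409 and 0.429 with an estimated correlation), a list the paper does not report. Of 38 genes, 38, 37 and 37 lay below 0, with random lists of equal brightness at medians of log2 -0.04 in DIA and -0.09 in EOM. Tables argue against a fall of all bright transcripts, since of 10000 such random lists per muscle 0, 0 and 2 had as low a median. The scaling of the arrays is argued against in DIA and EDL. There the adjusted p from camera after quantile normalization was 1.14e-07 and 1.69e-09. In EOM it rose to 0.0299, so a part from scaling stays open in that muscle. A batch of the 2 arrays with low poly-A signal is argued against too, since the largest adjusted p without them was 9.69e-07. Chance stays open, since some other regroupings of the arrays within muscles also called this list one way in every muscle. Some of these regroupings keep the real groups of no muscle. Also open are a biological response to EAMG, a loss of weight or activity, and a different mix of fibres and other cells. These arrays do not separate them. The calls held in every fit without 1 array (adjusted p from 1.90e-14 to 0.0333) and ended with an estimated correlation, which allows for genes that move together.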

How the results depend on the processing

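The settings without the 2 arrays of low poly-A signal, with that signal as a term and with a random block were chosen after seeing the data. The other settings were chosen before the data were examined.

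Of 370 results for single genes, none reversed under any setting. With no signal minimum 149 no longer passed, in fits of each muscle alone 154 of 353 no longer passed and 7 passed newly, without the 2 arrays of low poly-A signal 56 and 5, with that signal as a term 35 and 2, with replicate blocks 26 and 20, after quantile normalization 11 and 9, with 100 added to each signal 5 and 16, with a variance trend 2 and 11, with the minimum on 3 arrays 0 and 4 of 340, and with a random block 1 and 4. In 6646 fits of these genes without 1 array, 728 lost and 61 gained a call.

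With no signal minimum, limma called 20 higher and 16 lower in DIA, 76 and 82 in EDL and 30 and 9 in EOM, and 0 differences between EDL and DIA (1681 at an unadjusted p under 0.05), 1 between EOM and DIA and 4 between EOM and EDL. This follows in part from the number of tests, which rises from 12238 to 31042. Quantile normalization called 106 lower in EOM. With 100 added to each signal, 14 probe sets differed between EOM and DIA and 45 between EOM and EDL. In fits of each muscle alone, limma called 6 higher and 8 lower in DIA and 3 higher and 0 lower in EDL (1055 and 1135 at an unadjusted p under 0.05), against 101 and 75 in EOM, with fewer arrays to estimate the variance. With replicate numbers as a block (paired), 1 probe set differed between EDL and DIA and 0 between EOM and DIA (907 at an unadjusted p under 0.05), and limma called 208 and 190 in DIA, 408 and 446 in EDL and 105 and 52 in EOM, so that no other count of calls moved by over 1.5 times. Same-numbered EAMG and control arrays correlated over all probe sets by 0.18, 0.15 and -0.03 in DIA, 0.19, 0.15 and 0.34 in EDL and 0.17, 0.19 and -0.01 in EOM. Each array of EDL correlated best with its own number. The paper states that the 3 replicates came from repeats of the study. It does not state whether the array numbers mark these repeats. In all 6 groups, array 3 had the highest Bmal1 and the lowest Dbp, Per2, Per3, Nr1d1 and Nr1d2. Its Dbp signal was 897, 638 and 766 in DIA, EDL and EOM control and 496, 341 and 573 in EAMG. Other clock genes, such as Cry2, did not keep this order. Bmal1 rose from array 1 to 2 in each control group but fell in DIA and EDL EAMG. These genes go with a pairing for number 3, which the fit without blocks would ignore. For numbers 1 and 2 a pairing stays open. With a variance trend 5 differed between EOM and DIA and 33 between EOM and EDL. With 2-fold required as well, 68 and 60 were called in DIA, 119 and 105 in EDL and 64 and 23 in EOM. Without the 2 arrays of low poly-A signal, 26 were higher and 24 lower in DIA and 78 higher in EOM, and 0 differed between EDL and DIA (674 at an unadjusted p under 0.05), 7 between EOM and DIA and 21 between EOM and EDL. With that signal as a term, 70 were higher and 63 lower in DIA, and 0 differed between EDL and DIA (714 at an unadjusted p under 0.05), 4 between EOM and DIA and 23 between EOM and EDL. With a random block 38 differed between EOM and EDL. Apart from the number of tests and arrays, the cause was not tested.

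Leaving out 1 array gave 32 (without DIA EAMG 2) to 419 (without DIA EAMG 1) higher and 30 to 389 lower in DIA, without the same arrays, 103 (without EDL control 1) to 608 (without EDL EAMG 1) higher and 74 to 670 lower in EDL, likewise, and 37 (without EOM control 2) to 134 (without EDL EAMG 2) higher and 13 to 79 lower in EOM, likewise. The differences ran from 0 to 3 between EDL and DIA (0 in 14 of 18 fits, with 519 to 1115 at an unadjusted p under 0.05), 2 to 8 between EOM and DIA (8 without EOM EAMG 2) and 8 (without EOM control 3) to 77 (without EDL EAMG 1) between EOM and EDL.

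By the ratio rule, 7 of 9 ratios in one direction and a mean fold of 2 gave 129 higher and 167 lower in DIA. The index of DIA was then 834. This setting gave 195 higher, 217 lower and 1127 in EDL, and 134 higher, 67 lower and 677 in EOM. It gave 678 in any muscle, and 28 higher and 13 lower in all 3. All 9 ratios gave 18 higher, 18 lower and 156 in DIA, 23 higher, 7 lower and 151 in EDL, 36 higher, 15 lower and 256 in EOM, 91 in any muscle, and 5 higher and 0 lower in all 3. Dropping the signal minimum, the rule gave 208 higher, 688 lower and 3940 in DIA, 310 higher, 502 lower and 3544 in EDL, 316 higher, 374 lower and 3062 in EOM, 2198 in any muscle and 4 lower in all 3. With the minimum on 3 arrays the index of EOM was 324, after quantile normalization 1 was lower in all 3, without the 2 arrays of low poly-A signal the index of EOM was 570, and summed over limma calls of 2-fold it was 326. Leaving out 1 array gave 43 to 87 higher, 37 to 97 lower and an index of 317 to 665 in DIA (the highest without DIA EAMG 1), 52 to 126 higher, 29 to 153 lower and 322 to 988 in EDL (the highest without EDL EAMG 1), an index of 377 to 582 in EOM (without EOM control 3 and EOM EAMG 2), 223 to 390 in any muscle (without EDL EAMG 3 and EDL EAMG 1) and 1 to 8 lower in all 3 (8 without EDL EAMG 2). The cause was not tested.

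Of 99 list tests, none changed side with a variance trend, and 38 of 39 calls ended with an estimated correlation. For the lists that answer a comparison of the paper, its adjusted p was 0.254 and 0.181 for atrophy and autophagy in DIA and EDL, 0.799, 0.578 and 0.473 for fatty acid oxidation and 0.0661, 0.0573 and 0.0577 for glucocorticoid targets in DIA, EDL and EOM, 0.757 for glycolysis in DIA, 0.391, 0.409 and 0.429 for oxidative phosphorylation, and 0.409 for the proteasome in DIA and in EDL. That test allows for genes that move together, which lowers the number of independent members. Without the genes of the paper's tables, fatty acid oxidation had an adjusted p of 0.529, 0.114 and 0.0609 and glucocorticoid targets 0.172, 0.0753 and 0.722, and muscle regeneration reversed in DIA (0.933). Glycolysis in DIA had 0.211 without the signal minimum and 0.143 after quantile normalization, and in EOM it passed without the 2 arrays of low poly-A signal (0.0225) and with that signal as a term (0.0419). The melanocyte list in EOM reversed without the signal minimum (0.904), with the cause not tested. Leaving out 1 array gave an adjusted p of 0.00232 to 0.538 (without DIA control 2) for fatty acid oxidation in DIA, 6.18e-05 to 0.0507 (without EDL EAMG 3) in EDL, 0.0254 to 0.234 (without DIA EAMG 3) for glycolysis in DIA, 0.0463 (without EDL control 2) to 0.279 in EDL and 0.00167 (without EOM EAMG 1) to 0.710 in EOM, and 0.0335 (without EOM EAMG 3) to 0.705 for atrophy and autophagy in EOM. The other lists of these comparisons (oxidative phosphorylation, proteasome, glucocorticoid targets, and atrophy in DIA and EDL) stayed on their side in all 18 such fits. Among other lists, leaving out single arrays ended the calls of antioxidant genes in EDL (0.0867, without EDL EAMG 3), red blood cell genes in EDL (up to 0.0840, without EDL EAMG 1, and also 0.185 without the signal minimum and 0.151 with it on 3 arrays), lysosomal and calcium-dependent proteases in EOM (up to 0.162, without EOM EAMG 3), exocrine pancreas in EOM (up to 0.0681, without EOM EAMG 2) and melanocyte markers in EOM (up to 0.0792, without EOM EAMG 3). Calls, all of them lower, were gained for interferon genes (0.00355) and extracellular matrix (0.0333) in EOM without EOM EAMG 3, fast fibre genes in EOM without EOM EAMG 1 (3.17e-05) and in 5 fits in EDL (down to 0.0331), the citric acid cycle in EOM without EOM EAMG 2 (0.00429) and EOM EAMG 1 (0.0169), orbital gland genes in DIA without DIA control 3 and DIA EAMG 2 (down to 0.0172), surface epithelium in DIA without DIA control 2 (0.0224), and endothelial and smooth muscle genes in EDL without EDL control 3 (0.0414 and 0.0485).

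Depth limits the dim transcripts, since 12238 of 31042 probe sets reached the minimum on any array.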

Differences from the paper's values

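The alternatives named here were set before the data were examined, and the tests behind them were planned, apart from those said to be chosen after seeing the data.

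The paper's counts came from change calls of GCOS 2.0, and those here from ratios of signals at the paper's thresholds of 2-fold and 7 of 9. The paper counts 85 transcripts higher in DIA against 53 here, with quantile normalization (57) and the values without DIA control 2 (60) or DIA EAMG 1 (87) near it and the other alternatives not. In EDL the paper counts 100 higher and 105 lower, against 65 and 43 here. Near the first were quantile normalization (73) and the values without EDL control 2 (71), EDL control 3 (89) or EDL EAMG 1 (126), near the second those without EDL control 3 (88) or EDL EAMG 1 (153), and the other alternatives of the ratio rule were near neither. In total the paper gives 147 transcripts in DIA against 97, with the values without DIA control 2 (99), DIA control 3 (111) or DIA EAMG 1 (184) near it, and 205 in EDL against 108, with those without EDL control 3 (177) or EDL EAMG 1 (279) near it, and no other alternative of the ratio rule. By limma with a change of 2-fold, a different threshold from the paper's, the counts were near the paper's too, at 68 higher and 128 in total in DIA and 119 higher, 105 lower and 224 in total in EDL. The paper lists 6 transcripts lower in all 3 muscles against 2 here, with no signal minimum (4) and without EDL control 3 (4) or EDL EAMG 2 (8) near it and the rest not. Near means within 1.5 times.

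The paper's correlation of array and qPCR folds is 0.9, against 0.952 here on the log2 scale. Signed folds (0.895), 100 added to each signal (0.945) and leaving out any of 12 single arrays came to the paper's value within its rounding, and quantile normalization (0.955) and leaving out DIA control 1, DIA control 3, DIA EAMG 3, EDL control 2, EDL control 3 or EOM control 3 did not.

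Of 54 folds in the paper's Table 1, all had the same direction here and 43 lay within the spread of the arrays. Nfix is -4.7 in DIA and -2.9 in EOM in the paper, against -1.40 and -1.43 here, and no alternative came within the spread. The metallothionein that the paper calls Mt1e, for which Mt2A was taken here though the 2 may not be the same gene, is 3.0 in DIA, 5.5 in EDL and 2.8 in EOM in the paper, against 1.65, 3.58 and 1.67, and among the alternatives the values without EDL control 3 or EDL EAMG 1 came within the spread in EDL and none did in DIA or EOM. Dyrk2 is -2.4, -2.3 and -2.4 in the paper, against -1.71, -1.48 and -1.76 by its brightest probe set. No alternative came within the spread in DIA or EDL, and those without EOM control 1 or EOM EAMG 3 did in EOM. Another probe set of the gene, 1386064_at, gave -2.57, -2.51 and -2.56, within the spread in each muscle. Fkbp5 is 5.3 in EDL and 5.6 in EOM in the paper, against 4.46 and 4.40, with no alternative within the spread in EDL and the value without EOM EAMG 3 within it in EOM, and its probe set 1380611_at gave 8.37 and 5.93, the second within the spread. Errfi1 in EOM is 2.8 in the paper, against 3.09, and of the alternatives 100 added to each signal came within the spread.

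Of 39 folds in the paper's Table 3, 33 had the same direction here and 31 lay within the spread, where positive values under 1 were read as ratios. Among those not sharing the direction, only Ctse in DIA went the opposite way. The others are 1.0 in the paper, a value without a direction. Chrna1 in DIA is 1.9 in the paper, against 1.59, and no alternative came within the spread. Ctse is 1.2 in DIA and 1.0 in EDL in the paper, against -1.07 and -1.32, with quantile normalization and the values without DIA control 1 or DIA EAMG 1 within the spread in DIA and 100 added to each signal in EDL. Bpifa1 (the paper's Plunc) in DIA is 0.9 in the paper, against -3.84, and quantile normalization, 100 added to each signal and leaving out DIA control 1 or DIA EAMG 2 came within the spread. The signals of Ctse in EDL and of Bpifa1 in DIA lie near or below the paper's background level, so these 2 folds are uncertain. Rgs2 is 0.8 in EDL and -1.3 in EOM in the paper, against -1.59 and -1.87, with no alternative within the spread, and its second probe set, 1368144_at, gave -1.21 in EDL, within the spread, and -1.62 in EOM, not within it. Pde4b in EOM is 1.3 in the paper, against 1.18, and the values without EOM control 3 or EOM EAMG 3 came within the spread. Nfkb1 in EOM, taken for the paper's unnamed NF-κB subunit, is 1.0 in the paper, against 1.19, and no alternative came within the spread. For each of these genes the alternatives not named as within the spread were outside it. In Supplemental Table 2 the values are headed as mean fold differences. Of 354 entries, 36 have a size under 1, and how these were computed is not stated, so the table's folds were not compared.

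The paper ranks EDL as the muscle with the greatest disease load, and here the index was 354 in DIA, 403 in EDL and 449 in EOM. EDL came first with most ratios in the same direction and a mean fold of 2, a minimum the methods do not state. It also came first with the signal minimum on 3 arrays and with the sum over limma calls of 2-fold. The same held without EDL control 3, EDL EAMG 1 or EOM control 3. In a list of genes of muscle repair the paper counts Nfix and Dyrk2 as enhanced, while both had lower EAMG signals here, as in its own Table 1 and in its later sentences on Dyrk2. The paper names Rgs2 as increased in EOM alone, where its log2 change here was -0.90, and its Table 3 has a fall as well. Foxo1 is described as increased in EDL and DIA, and its changes of 0.76 and 0.54 did not pass (adjusted p = 0.281 and 0.491). Fbxo32 and Trim63 are described as raised in EDL and DIA. Trim63 passed in EDL (1.31, adjusted p = 0.0420), and in DIA its adjusted p was 0.0516 and passed with the minimum on 3 arrays, quantile normalization, 100 added to each signal, replicate blocks and a variance trend, and without DIA EAMG 1, EDL EAMG 1, EDL EAMG 3, EOM EAMG 1 or EOM EAMG 3 (0.0243 to 0.0484), while Fbxo32 had 0.157 in DIA and 0.0868 in EDL, passing in EDL without EDL EAMG 1 (0.00777). Spp1 is described as raised in EOM, and its change of 1.63 had an adjusted p of 0.255, passing with 100 added to each signal (0.00462), with EOM fitted alone (0.0144) and without EDL control 2 (0.0407). The paper places proteasome genes higher in EDL than in DIA and EOM, and here the shift in EOM differed from those in EDL and DIA, though not with an estimated correlation (adjusted p = 0.436 and 0.431), and the shifts in EDL and DIA did not differ (0.659).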

Other observations

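The tests of the circadian clock and of hemoglobin in this part were chosen only after the results were seen, and the list tests and the counts over other groupings were planned.

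Of 24 measured genes of the extracellular matrix, 4 fell in DIA and 9 in EDL, and as a list they shifted down in both muscles from camera but not with an estimated correlation (adjusted p = 0.409 in each). None passed limma in EOM, where 1 was higher and 2 lower at an unadjusted p under 0.05 (7 lower, 12 lower with 1 higher, and 0 when adjusted over the list alone). Col1a1, a chain of type I collagen, fell by 1.44 in DIA and 1.31 in EDL (SE 0.31, adjusted p = 0.0258 and 0.0249 from limma), and Mfap4, a microfibril protein, by 1.30 and 1.15 (adjusted p = 0.0382 and 0.0408). Col1a2 and Col15a1 fell in DIA by 1.23 and 1.20 (adjusted p = 0.0252 and 0.0408), and Col3a1 and Col5a1 in EDL by 1.37 and 1.25 (adjusted p = 0.0180 and 0.0213). The list shifted down with medians of -0.49 in DIA, -0.70 in EDL and -0.16 in EOM (adjusted p = 6.25e-06, 8.01e-07 and 0.208 from camera, and 0.904 in EOM with an estimated correlation). Without 7 genes of the paper's own tables the adjusted p was 0.0500, 0.00449 and 0.803. EOM differed from DIA (adjusted p = 4.41e-04) and from EDL (1.15e-04), though not with an estimated correlation (0.653 and 0.619). The calls of these genes ended without the signal minimum and in fits of the muscle alone, and in DIA also without the 2 arrays of low poly-A signal. Leaving out single arrays ended them in DIA in 8 (Mfap4), 9 (Col15a1), 5 (Col1a2) and 5 (Col1a1) of 18 fits, up to an adjusted p of 0.201, 0.161, 0.135 and 0.106 without DIA EAMG 2. In EDL it ended 4 fits each of Col1a1, Col3a1 and Col5a1, up to 0.108, 0.0827 and 0.0969 without EDL EAMG 3, and 11 of Mfap4, up to 0.16.

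Immediate early genes, which respond within minutes to stress and growth signals, shifted up as a list in DIA and EDL from camera but not with an estimated correlation (adjusted p = 0.409 and 0.143). The DIA call was also lost without DIA control 3 (0.285). Of 17, 2 rose in DIA and 5 in EDL, and none passed limma in EOM, where 3 were higher at an unadjusted p under 0.05 (2, 10 and 3 when adjusted over the list alone). Zfp36, which destabilizes cytokine transcripts, rose by 1.24 in DIA and 1.38 in EDL (SE 0.23, adjusted p = 0.0124 and 0.00380), Klf10 by 1.15 in DIA (0.0297), and Myc and Ier5 by 1.66 and 1.26 in EDL (0.00712 and 0.0181). The list had an adjusted p of 0.00837, 9.55e-07 and 0.208 (0.806 in EOM with an estimated correlation), and without 7 genes of the paper's tables 0.142, 0.00527 and 0.666. All of these calls ended in fits of the muscle alone, and those of Klf10, Ier5 and, in DIA, Zfp36 without the signal minimum. Single arrays ended the DIA calls of Klf10 and Zfp36 (0.114 and 0.0681, without DIA control 1) and the EDL call of Ier5 (0.0882, without EDL control 1).

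Of 12 heat shock genes, 2 fell in DIA, 2 rose and 1 fell in EDL and 1 fell in EOM (2 lower, 4 higher with 1 lower, and 3 lower when adjusted over the list alone). Hspa1a and Hsph1, of the Hsp70 and Hsp110 families, fell in DIA by 1.06 and 0.51 (adjusted p = 0.0364 for both), Hsph1 in EOM by 0.58 (0.0233), and Hspb7 and Hspb1, small chaperones of muscle, rose in EDL by 1.19 and 0.72 (0.00380 and 0.0240). The list shifted down in DIA and EOM (adjusted p = 0.0374 and 5.16e-04, and 0.409 and 0.179 with an estimated correlation) and had 0.233 in EDL. Without 2 genes of the paper's tables EOM kept its call (0.00527) and DIA did not. The DIA call also ended without the signal minimum (0.1), after quantile normalization (0.113), with DIA fitted alone (0.0990), with replicate blocks (0.0613), without the 2 arrays of low poly-A signal (0.133), with that signal as a term (0.0541) and in 4 of 18 fits without 1 array (up to 0.123, without DIA EAMG 2). All of these calls ended in fits of the muscle alone and, apart from Hspb7, without the signal minimum. They were lost without single arrays for Hspa1a and Hsph1 in DIA (6 of 18 fits each, up to 0.177 and 0.182 without DIA EAMG 2), Hsph1 in EOM (5 fits, up to 0.135, without EOM control 3) and Hspb1 (4 fits, up to 0.0982, without EDL EAMG 2).

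Fast fibre genes (11) had an adjusted p of 3.29e-04, shifted down, in DIA (0.473 with an estimated correlation), 0.0854 in EDL and 0.196 in EOM. Pvalb, the calcium buffer of fast fibres, fell in DIA by 1.21 (SE 0.15, adjusted p = 0.00161) and kept its call throughout, and 4 genes were lower there when adjusted over the list alone. Slow fibre genes did not shift in DIA or EOM (0.851 and 0.812). In DIA their median was -0.09 and their mean 0.00, the test pointing down.

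No shift was called in the following lists in DIA, EDL and EOM. Smooth muscle genes (6) had an adjusted p of 0.218, 0.148 and 0.784. Smtn alone fell in DIA and EDL, by 0.69 and 0.64 (adjusted p = 0.0193 and 0.0163), calls that ended in 4 and 3 of 18 fits without 1 array (0.0704 without DIA EAMG 3 and 0.0752 without EDL EAMG 3). Endothelial genes (10) had 0.819, 0.255 and 0.712, with Cldn5, a junction protein, higher in DIA and EDL by 0.66 and 0.75 (adjusted p = 0.0412 and 0.0163; ended in 10 of 18 fits, up to 0.141, and without EDL EAMG 3, 0.0753) and Emcn lower in EDL by 0.66 (0.0166; 0.0776 without EDL control 1). Schwann cell genes (5) had 0.575, 0.809 and 0.999, and none passed limma or had an unadjusted p under 0.05, the largest changes being those of S100b and Sox10 in DIA (-0.50 and -0.38). Adipocyte genes (6) had 0.870, 0.575 and 0.916, none passing limma and 1 in EDL higher at an unadjusted p under 0.05. Cidec and Adipoq had changes of -1.57 and -1.51 in EDL (adjusted p = 0.407 and 0.218), of which Adipoq passed with replicate blocks, and in EOM the list's median was 0.10, its mean -0.02 and its test down. Clock genes (16) had 0.916, 0.916 and 0.955, with a median of -0.17 and a mean of 0.01 in EOM and the test up. Nfil3, a repressor of clock output, rose in EDL by 1.73 (SE 0.37, adjusted p = 0.0161, 0.0808 without EDL control 1). The calls of Smtn, Cldn5, Emcn and Nfil3 also ended without the signal minimum and with the muscle fitted alone. The orbital gland list, called in EOM, had 0.255 in DIA and 0.916 in EDL, where its median was 0.14, its mean -0.06 and its test down. Its EOM calls of Fabp5 and Ces1d ended without the signal minimum and in 2 and 5 of 18 fits without 1 array (up to 0.0606 without EOM control 3 and 0.0825 without EOM control 1).

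Of the melanocyte list 1 gene, Dct, was measured, with an adjusted p of 0.218, 0.895 and 0.0333 for the list (0.179 with an estimated correlation in EOM). Of the exocrine pancreas list 1 gene, Cpa1, was measured, with 0.0557, 0.640 and 0.0368, lower in EOM (0.179 with an estimated correlation). By limma Cpa1 fell in DIA by 1.18 (adjusted p = 0.0408, lost in 8 of 18 fits without 1 array, up to 0.209 without DIA EAMG 2) and did not pass in EOM (-1.19, adjusted p = 0.0522).

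Clock genes followed the array number. Deviations from the group mean of same-numbered arrays of different muscles had a mean r of 0.655 over these genes (0.663 in control and 0.647 in EAMG groups, 18 pairs, -0.11 to 0.93). Of 1296 numberings, 4 gave as high a mean (exact one-sided p = 0.00309), against 0.103 and p = 0.0231 over all probe sets. Arrays of one number may thus hold tissue of the same rats or of rats killed at one time of day, and these 2 cannot be separated here. With a shared random effect for such arrays, 1 of 370 gene results was lost.

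All 7 hemoglobin probe sets and Alas2 fell in DIA and EOM, while in EDL 5 of the 7 fell and Alas2 did not pass. Fewer blood vessels in the EAMG tissue is a candidate explanation that the arrays argue against, since endothelial genes had a median change of 0.10 in DIA, against -1.89 for the hemoglobin probe sets. Fewer red cells or young red cells in blood was not tested.

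Of 10 splits of the 6 arrays of a muscle, the real one called 328 probe sets in DIA, 806 in EDL and 183 in EOM by limma, against at most 1, 2 and 1 for another, and 10 splits are too few for a share under 0.05. Over 100 joint regroupings of the 18 arrays, each muscle by itself, chance can be excluded for the calls summed over muscles (1317, highest other 485). Only the real grouping gave as many. It called 39 lists, and the highest other called 32. That count of lists is not used to exclude chance, since lists hold genes of the paper's own tables, chosen on these arrays. Without those genes 17 list calls ended and 1 reversed. The median regrouping called 22 lists, which shows that camera at its preset correlation calls lists for other groupings too. Glucocorticoid targets were called one way in 3 muscles by 4 of the 100, the real one included, with the highest other also at 3. This count is not used to exclude chance, since 14 of the 20 genes are in the paper's own tables and so were chosen on these arrays, and no list call remained without them (adjusted p = 0.172, 0.0753 and 0.722).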
